# Intact mitochondrial function in the setting of telomere‐induced senescence

**DOI:** 10.1111/acel.13941

**Published:** 2023-09-08

**Authors:** Daniel I. Sullivan, Fiona M. Bello, Agustin Gil Silva, Kevin M. Redding, Luca Giordano, Angela M. Hinchie, Kelly E. Loughridge, Ana L. Mora, Melanie Königshoff, Brett A. Kaufman, Michael J. Jurczak, Jonathan K. Alder

**Keywords:** SASP, shelterin, telomerase

## Abstract

Mitochondria play essential roles in metabolic support and signaling within all cells. Congenital and acquired defects in mitochondria are responsible for several pathologies, including premature entrance to cellar senescence. Conversely, we examined the consequences of dysfunctional telomere‐driven cellular senescence on mitochondrial biogenesis and function. We drove senescence in vitro and in vivo by deleting the telomere‐binding protein TRF2 in fibroblasts and hepatocytes, respectively. Deletion of TRF2 led to a robust DNA damage response, global changes in transcription, and induction of cellular senescence. In vitro, senescent cells had significant increases in mitochondrial respiratory capacity driven by increased cellular and mitochondrial volume. Hepatocytes with dysfunctional telomeres maintained their mitochondrial respiratory capacity in vivo, whether measured in intact cells or purified mitochondria. Induction of senescence led to the upregulation of overlapping and distinct genes in fibroblasts and hepatocytes, but transcripts related to mitochondria were preserved. Our results support that mitochondrial function and activity are preserved in telomere dysfunction‐induced senescence, which may facilitate continued cellular functions.

**Abbreviations**
4HT: 4‐hydroxytamoxifen
GSEA: gene set enrichment analysis
iMEF: immortalized murine embryonic fibroblast
NEFA: triglyceride, cholesterol, and free fatty acid
RCR: respiratory control ratio

## 1 INTRODUCTION

Cellular senescence is an irreversible exit from the cell cycle that is brought on by numerous forms of cellular stress and is hypothesized to play a role in many age‐associated diseases.

Senescence is thought to contribute to aging as stem‐progenitor cells lose their intrinsic capacity to proliferate. Senescent cells may also persist for long periods of time and contribute to tissue dysfunction by secreting pro‐inflammatory signals or altering the extracellular matrix (Coppé et al., 2010). Numerous past studies have documented substantial changes in cellular behavior upon entrance to cellular senescence. Notable changes include an enlarged and flattened morphology, expanded lysosomal activity with increased expression of senescence‐associated beta‐galactosidase (SA‐βgal), altered gene expression, modified secretory behavior, and decreased metabolic and mitochondrial activity (Coppé et al., 2010; Dimri et al., 1995; Hayflick & Moorhead, 1961; Hernandez‐Segura et al., 2017; Mortimer & Johnston, 1959; Sahin et al., 2011).

Several forms of cellular stress have been reported to drive cellular senescence. The most widely studied mechanism is replicative senescence brought on by telomere shortening. Telomeres are repetitive DNA sequences that are found on the ends of chromosomes and become progressively shorter in somatic cells with each cellular division. Telomeres bind a set of six proteins, known collectively as the shelterin complex, that function to suppress the DNA damage response. Within the shelterin complex, telomeric repeat binding factor 2 (TRF2) binds to telomere sequences and suppresses the DNA double‐strand break response (de Lange, 2018; Okamoto et al., 2013). Despite shelterin's protective role, recurrent rounds of DNA replication eventually lead to critical telomere shortening and the induction of a DNA damage response. This halts the cell cycle via expression of cell cycle inhibitors, including *CDKN1A* (p21), among others (d'Adda di Fagagna et al., 2003). Telomere dysfunction can be triggered in a uniform fashion by conditional deletion of *Terf2*, encoding TRF2, and has been used to study cellular senescence in a cell type specific manner (Alder et al., 2015; Lazzerini Denchi et al., 2006). In addition to telomere shortening, DNA damage, oncogene activation, and mitochondrial dysfunction have all been reported to drive senescence (Bartkova et al., 2006; Di Micco et al., 2006; Wiley et al., 2016).

While mitochondrial dysfunction can drive cellular senescence (Gallage & Gil, 2016; Wiley et al., 2016), several reports documented mitochondrial dysfunction as part of the senescence phenotype. For example, during replicative senescence in primary human fibroblasts, although bulk mitochondrial respiratory capacity was unaffected, a subpopulation of senescent cells displayed partial uncoupling, which was associated with increased oxidative stress (Hutter et al., 2004). Furthermore, mitochondrial dysfunction in senescent cells has been reported to be responsible for the heterogenous response to telomere dysfunction and to mediate a feed‐forward loop of DNA damage and telomere shortening via the generation of reactive oxygen species (Passos et al., 2007). Additionally, senescence‐associated changes in mitochondrial activity were reported in late‐generation telomerase RNA component (*Terc*; also known as TR) knockout mice and resulted in decreased mitochondrial biogenesis due to downregulation of *Ppargc1a* in vivo. This was partially mediated by p53, but a p53‐independent mechanism also functioned to suppress mitochondrial activity in cells with telomere‐mediated senescence (Sahin et al., 2011). Despite these findings, the interactions between telomere dysfunction and mitochondrial dysfunction remain incompletely understood.

Prior studies examining the consequences of telomere dysfunction on mitochondrial activity were limited by the fact that they were performed in the setting of replicative senescence, where the entrance to cellular senescence is asychronous and heterogeneous. Moreover, in vivo studies were performed in short telomere mice where telomere lengths are extremely heterogeneous and paracrine or systemic factors could influence mitochondrial function. We, therefore, undertook detailed molecular characterization of the consequences of telomere dysfunction on mitochondrial function using a tractable system that permits the induction of synchronous and uniform senescence. Our results suggest that mitochondrial function is remarkably preserved in the context of telomere dysfunction‐mediated senescence.

## 2 METHODS

### 2.1 Generation of murine lines

The following mice were obtained from The Jackson Laboratory: B6.129P2‐*Terf2* ^*tm1Tdl*^ */J* (hereafter referred to as *Trf2* ^*F/F*^), B6.129‐*Gt(Rosa)26Sor* ^*tm1(cre/ERT2)Tyj*^ */J* (hereafter referred to as *CreER*), and B6.129(Cg)‐*Gt(ROSA)26Sor* ^*tm4(ACTB‐tdTomato,‐EGFP)Luo*^/J (hereafter referred to as Rosa^mTmG/mTmG^). All strains were on a C57BL/6J background. *Trf2* ^*F/F*^ mice were bred with *CreER* mice to generate *Trf2* ^*F/F*^;*CreER* mice to generate mouse embryonic fibroblasts. *Trf2* ^*F/F*^ mice were bred with Rosa^mTmG/mTmG^ mice to generate Trf2^F/F^;Rosa^mTmG/mTmG^ mice. All mice were housed under standard conditions at the University of Pittsburgh and experiments were approved by the Institutional Animal Care and Use Committee.

### 2.2 Western blots

Western blots were performed following standard procedures and employed antibodies specific for TRF2 (Novus Biologicals, NB110‐57130), RAP1 (Cell Signaling, D9H4), Lamin B1 (Santa Cruz Biotechnology, sc‐374,015), and Rhodamine Anti‐GAPDH (BioRad). Briefly, cells were lysed in RIPA buffer containing protease and phosphatase inhibitors (MiniComplete, Roche). Following protein quantitation, 20–40 μg of protein were separated under reducing conditions using SDS‐PAGE and transferred to PVDF membranes. Proteins were blotted with antibodies specific to the desired protein and visualized on a ChemiDoc MP gel documentation system (BioRad). Mitochondrial electron transport chain proteins were identified using the antibody mix and instructions included in the OxPhos Rodent WB Antibody Cocktail (ThermoFisher) according to the manufacturer's protocol.

### 2.3 Isolation of mouse embryonic fibroblasts (MEFs)

MEFs were isolated from mouse embryos derived from *Trf2* ^*F/F*^ and *Trf2* ^*F/F*^;*CreER* mothers at 12 days of gestation. Briefly, the visceral organs of each embryo were removed, and the remaining tissue was minced and incubated in 3 mL 0.25% trypsin (Gibco) per embryo and incubated at 37°C for 30 min. Trypsin was inactivated by the addition of DMEM (Gibco) containing 10% FBS (Gibco) and cells were then plated in 10 cm culture dishes and allowed to adhere for 24 h. Nonadherent cells were then discarded and cells in the adherent fraction were termed MEFs. Early passage cells were immortalized by transduction with pBABE‐zeo largeTgenomic (a gift from Bob Weinberg; Addgene plasmid # 1778). Following transduction, cells were selected with zeocin (ThermoFisher) and then cryopreserved. Hereafter, these immortalized MEFs will be referred to as iMEFs.

### 2.4 Tissue culture and cell line characterization

iMEF cells were cultured in DMEM supplemented with 10% fetal bovine serum and penicillin (120 U/mL), streptomycin (100 mcg/mL), and L‐glutamine (2 mM). Proliferation studies were carried out by plating three independent cultures of each cell line and enumerating cells at each passage. The total number of cells was log2 transformed and plotted against time. Fresh 4‐hydroxytamoxifen (4HT; 1 μM final concentration) was added at each passage and every 48 h if not due for passaging at that time. Clonogenic assays were performed by plating 1000 cells in 10 cm dishes and enumerating colonies following staining with crystal violet after 12 days in culture. A BioRad ChemiDoc™ MP Imaging System was used for image acquisition of clonogenic assays. Senescence‐associated beta galactose staining was performed on iMEFs 7 days after the addition of 4HT (Cell Signaling, #9860).

### 2.5 Transcriptional profiling and analysis

Total RNA was isolated from biological replicates (*n* = 3/group for iMEFs and *n* = 4/group for primary liver samples) using RNAeasy kits (Qiagen) according to the manufacturer's protocol and sent for library preparation, sequencing, quality control, and alignment at Novogene. Approximately 20 million paired‐end fragments were sequenced for each sample. Raw count tables from Novogene were analyzed using DeSeq2 (Love et al., 2014) for differential expression analysis and generating volcano plots in R. The raw data are available at NCBI's Gene Expression Omnibus (Edgar et al., 2002) GSE226613. Expression data from human cells entering replicative senescence was obtained from GSE175533 (Chan et al., 2022). Bulk RNA‐sequencing (RNA‐seq) data from population doublings <30 was used as control (*n* = 9) and compared to cells entering replicative senescence that had undergone >50 population doublings (*n* = 9). Additional analyses were conducted using GSEA (Mootha et al., 2003; Saul et al., 2022; Subramanian et al., 2005). Differential expression of several genes was confirmed using quantitative real‐time PCR with primers specific for the selected genes (PrimeTime qPCR Primer Assays, Integrated DNA Technologies). The expression levels of mitochondrial‐related genes (both nuclear and mitochondrial encoded) were analyzed using the MitoCarta 3.0 gene set (Rath et al., 2021).

### 2.6 iMEF immunostaining and imaging

Cells were grown in the presence of 1uM 4HT for 5 days and then plated on coverslips, where they grew for 2 days prior to being fixed in 2% PFA for 15 min. Following fixation, cells were washed, permeabilized with 0.1% Triton X‐100 in PBS, and blocked with 5% goat serum. Coverslips were incubated with primary antibodies, including mouse anti‐ATP5B (Invitrogen, MA1‐930). Proteins were visualized with secondary antibodies conjugated to Alexa Fluor 594 (Invitrogen, #A‐11005). Nuclei were stained with 4,6‐diamidino‐2‐phenylindole (DAPI). Photomicrographs of immunostained cells were obtained using a Nikon ECLIPSE NiE fluorescent microscope equipped with an ORCA‐FLASH 4.0 camera. Phase contrast photomicrographs were captured on a Nikon ECLIPSE Ts2 equipped with a Nikon DS‐Fi3 camera. Analysis of mitochondrial content and characteristics were performed in triplicate. Z‐stack images with a 0.3um step size were taken using the 60× oil objective. Z‐stacks were then deconvoluted, and a custom Nikon Elements G3 program was developed to measure mitochondrial characteristics. In brief, *z*‐stacks were aligned, mitochondrial boundaries were identified, and the background was removed. Nuclear boundaries were likewise established.

### 2.7 iMEF metaphase spread and FISH protocol

Metaphases were conducted as described below and as previously published (Cesare et al., 2015). In brief, when iMEFs reached ~50% confluency, they were treated with 0.1 μg/mL colcemid (KaryoMAX colcemid, Gibco) for 2 h to arrest cells in metaphase. Cells were then trypsinized and collected in a 15 mL falcon tube and treated with a 75 mM KCl hypotonic solution for 8–10 min at 37°C. They were then placed on ice, and an ice‐cold 3:1 methanol to glacial acetic acid solution fixative was added to a total of 10% v/v fixative to hypotonic solution. Cells were centrifuged and then resuspended in cold fixative, prior to centrifuging again. The suspended cells were dropped from a height of approximately 3 feet onto slides that had been soaked in cold methanol and dipped in ice water. The slides were streamed for approximately 3 s before incubating on a wet paper towel for 5 min and then allowed to dry overnight. Slides were checked under a light microscope to ensure metaphase spreading before continuing. Slides were placed in EasyDip™ Slide Staining Jars and rehydrated for 5 min in PBS at 37°C, fixed with 2% PFA at room temperature for 5 min, washed 3× in PBS, and then treated with 100 μg/mL RNaseA (Qiagen) in PBS at 37°C for 15 min. Slides were then treated with 0.2 mg/mL pepsin (MP Biomedicals) in a 0.1 M HCl solution at 37°C for 15 min, fixed again with 2% PFA at room temperature for 5 min, and then washed 3× with PBS. Slides were dehydrated using a 70–90‐100 ethanol grade and allowed to dry to completion. A TTAGGG PNA probe was synthesized at PNABio. The PNA probe was constructed of Cy3 conjugated (TelC‐Cy3, F1002) repeats of 5′‐CCCTAA‐3′. The TTAGGG PNA probe was prepared at a concentration of 0.5 μg/mL in a PNA hybridization solution (70% formamide [v/v], 0.25% [w/v] blocking reagent, 10 mM Tris‐Cl, pH 7.5). 40 μL of hybridization solution was pipetted onto the slides, and a glass coverslip was placed on top before heating to 83°C for 5 min. Slides were then incubated in a humid chamber overnight at 4°C. The following morning, slides were washed twice for 15 min/wash with PNA wash A solution (70% [v/v] deionized formamide and 10 mM Tris‐Cl, pH 7.5) and then three times for 5 min/wash with PNA wash B solution (50 mM Tris‐Cl, pH 7.5, 150 mM NaCl, 0.1% [v/v] Tween 20) with DAPI added at a concentration of 500 ng/mL to the final 5 min wash. Slides were again dehydrated using a 70–90‐100 ethanol grade and allowed to dry to completion before mounting with ProLong™ Diamond Antifade Mountant. Slides were imaged at 60× on a Nikon ECLIPSE Ni fluorescent microscope.

### 2.8 Mitochondrial to nuclear DNA ratio

Total DNA was extracted from snap‐frozen cells, that were resuspended in proteinase K buffer (100 mM Tris–HCl pH 8.5, 5 mM EDTA, 0.2% SDS, 200 mM NaCl), 0.6 mg/mL proteinase K (Fisher Scientific) and 0.01% 2‐mercaptoethanol, and lysed overnight at 55°C. Proteins and cell membranes were precipitated by adding NaCl (1. 27 M) followed by centrifugation at 28,000 RCF for 15 min at 4°C. The supernatant was collected and mixed with 100% ethanol. The nucleic acids were isolated by centrifugation at 28,000 RCF for 15 min at 4°C. The pellet was washed with 70% ethanol, followed by another centrifugation at 28,000 RCF for 10 min at 4°C, and air‐dried overnight. DNA was resuspended in DNase‐free water and 0.4 mg/mL RNase A (Sigma‐Aldrich) for 2 h at 37°C to degrade RNAs. DNA was stored at −20°C and successively quantified by AccuBlue Broad Range dsDNA Quantitation kit (Biotium).

Mitochondrial DNA (mtDNA) and nuclear DNA (nDNA) were measured by duplex qPCR using TaqMan probes in a 96‐well StepOnePlus™ Real‐Time PCR System (Applied Biosystems, Thermo Fisher Scientific). The reaction contained a DNA template, Luna Universal qPCR Master Mix (New England Biolabs), and two primer‐probes sets for mtDNA (*Cox1*) and nDNA (*B2m*), respectively. Thermocycling conditions were as follows: initial denaturation step at 95°C for 20 s, 40 cycles, each consisting of denaturation at 95°C for 1 s, annealing at 62°C for 20 s, and elongation at 60°C for 20 s. Mitochondrial DNA was normalized to the nDNA by the ΔCt method for each sample. The mtDNA/nDNA in the groups were calculated as the variation of the control group by a 2^−ΔΔCt^ method.

### 2.9 Murine transduction

Rosa^mTmG/mTmG^ and Trf2^F/F^;Rosa^mTmG/mTmG^ mice were transduced with 1 × 10^12^ genomic copies of a custom AAV8 virus that expressed Cre‐recombinase controlled by the *TBG* promoter via tail vein injection. Following transduction, mice were monitored for 6–7 weeks before collecting tissues. To evaluate the transduction efficiency, a portion of the liver was fixed in 4% PFA, cryoprotected in sucrose, and embedded in OCT. Frozen sections were evaluated as described above. Transduction efficiency was evaluated by measuring the proportion of hepatocytes that were GFP‐positive.

### 2.10 Plasma lipid measurement

Whole blood was collected in heparin‐coated syringes by cardiac puncture following euthanasia, and plasma was isolated following centrifugation to pellet red blood cells. Plasma was used to measure triglycerides (Thermo Fisher Infinity Triglyceride Reagent), total cholesterol (Wako Diagnostics Cholesterol E), and nonesterified fatty acids (Wako Diagnostics NEFA‐HR Kit) using the noted commercially available kits according to the manufacturer's instructions.

### 2.11 Biochemical analyses

Citrate synthase activity was determined as previously described (Kuznetsov *Analytical Biochemistry* 2002). Briefly, citrate synthase activity was measured by mixing the mitochondrially enriched fraction with citrate synthase activity buffer (0.25% Triton X‐100, 0.31 mM acetyl‐CoA, 0.1 mM 5,5′‐dithiobis [2‐nitrobenzoic acid], 0.5 mM triethanolamine, 5 μM EDTA, and 10 mM Tris–HCl), followed by addition of 5 mM of oxaloacetate to initiate the reaction. The change in absorbance at 412 nm was recorded every 10 s over a 2‐min period using a spectrophotometer set to 37°C, and activity was calculated as the slope from the linear portion of the curve and normalized to the protein concentration determined by BCA protein assay.

### 2.12 Mitochondrial preparations and functional assessments

For studies employing iMEFs, cells were chemically permeabilized by the addition of saponin (25 μg/mL) prior to the assessment of mitochondrial respiratory function. The concentration of saponin used was sufficient to permeabilize the cell membrane without affecting mitochondrial membrane activity, which we confirmed by the addition of cytochrome c during the respirometry protocols. A separate fraction of cells was retained for citrate synthase activity measures, described above. For mouse liver studies, mitochondrially enriched lysates were prepared by homogenizing fresh liver in SMET buffer (70 mM sucrose, 220 mM mannitol, 1 mM EDTA, and 10 mM Tris–HCl pH 7.5, and 0.25% BSA) with a glass vessel and Teflon pestle, followed by centrifugation (800× g, 10 min, 4°C) and collection of the supernatant. A portion of the supernatant was used for respirometry and citrate synthase activity, and the remainder was used to isolate mitochondria by centrifugation (8000× g, 10 min, 4°C). Mitochondrial respiratory capacity was assessed using an Oroboros O_2_K High‐Resolution Respirometer in MiR05 buffer at 37°C under constant mixing in a sealed, 2‐ml chamber. Respirometry assays were performed using sequential additions of substrates followed by ADP and antimycin A to determine state 4, state 3, and nonmitochondrial respiration. Substrate and inhibitor concentrations were as follows: pyruvate (5 mM), malate (2 mM), and glutamate (10 mM); adenosine diphosphate (ADP, 2 mM); palmitoylcarnitine (25 μM); and antimycin A (2.5 μM). Protein concentration of the mitochondrially enriched lysate and purified mitochondria was determined by BCA protein assay. The respiratory control ratio (RCR) was calculated as the ratio of state 3 (ADP‐stimulated respiration) relative to state 4 (respiration prior to the addition of ADP). Respiration in the presence of antimycin A was subtracted from state 3 and 4 respiratory rates to account for nonmitochondrial respiration.

## 3 RESULTS

### 3.1 Telomere‐induced cellular senescence drives transcriptional changes while mitochondrial biogenesis genes are spared

We sought to interrogate the consequences of dysfunctional telomere‐induced cellular senescence on mitochondrial homeostasis in a uniform fashion. To more fully characterize the mitochondrial sequela of telomere‐mediated senescence, we established an in vitro model of conditional telomere dysfunction. We generated SV40‐immortalized murine embryonic fibroblasts (iMEFs) from mice with conditionally removable alleles of the shelterin component TRF2 (Celli & de Lange, 2005) that had been bred with mice that expressed CreERT2 ubiquitously (*Terf2* ^*F/F*^;*Rosa26‐CreER* ^*T2*^, Trf2^F/F^;Rosa‐CreER hereafter). Before 4‐hydroxytamoxifen (4HT) was added to the media, Trf2^F/F^;Rosa‐CreER iMEFs grew normally and were indistinguishable from control Trf2^F/F^ iMEFs that did not express CreER. Upon addition of 4HT to the media, protein levels of TRF2 and its binding partner RAP1 decreased, and cells ceased proliferating (Figure 1a,b). Cells lacking TRF2 adopted characteristics of senescent cells including enlarged and flatted morphology, expression of senescence‐associated beta‐galactosidase, and a modest decrease in LMNB1 expression (Figure 1a and Figure S1a). Analysis of metaphase spreads from control and Trf2^F/F^;Rosa‐CreER iMEFs (Figure S1b) showed expected fusions of chromosomes in cells lacking TRF2 (van Steensel et al., 1998). Induction of senescence was uniform and complete with no cells escaping to form colonies after 12 days in culture (Figure 1c).

**FIGURE 1:**
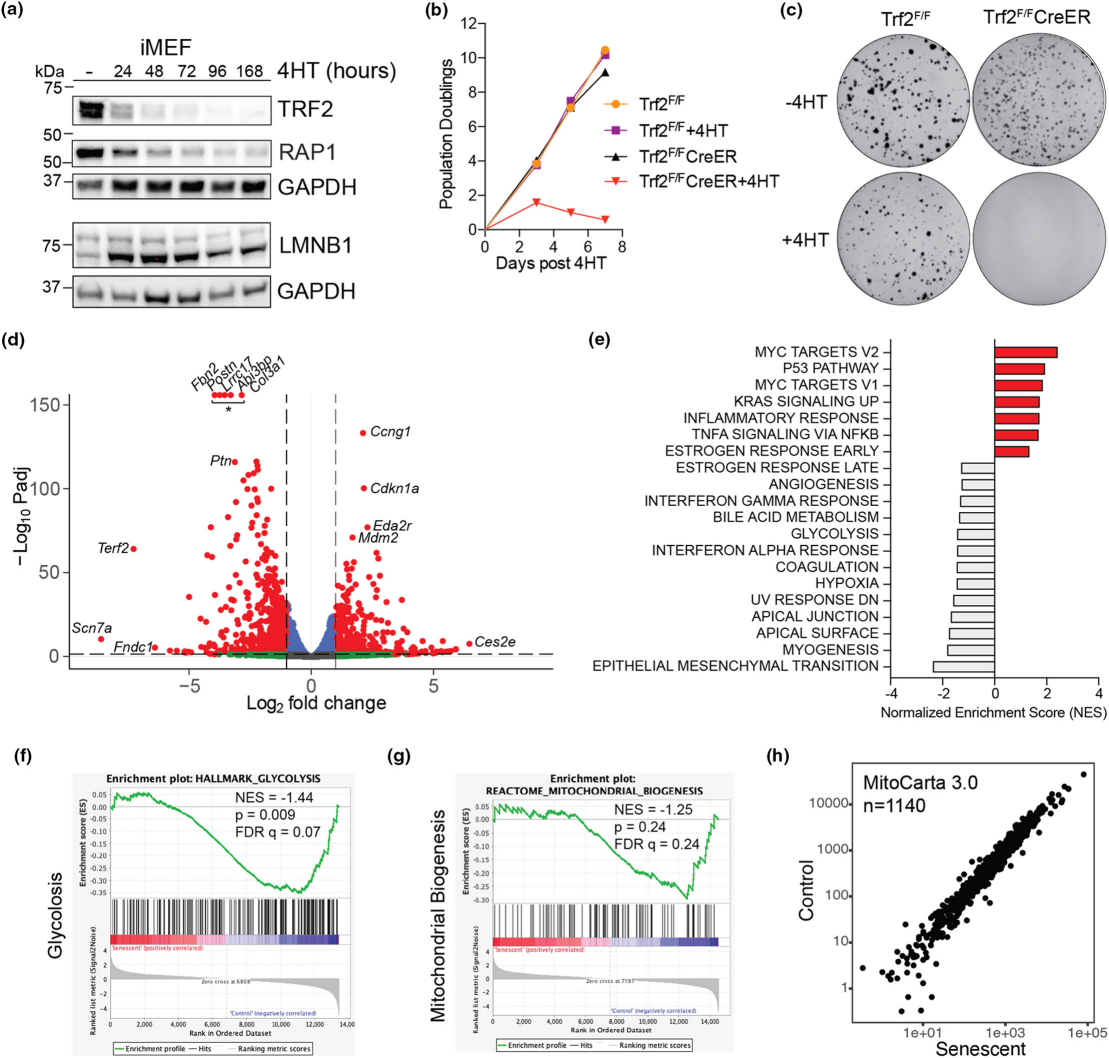
Induction of senescence causes global changes in gene expression but spares the mitochondrial transcriptome in a murine fibroblast cell line. (a) Time course of protein expression following induction with 4HT. Relative protein levels of TRF2, RAP1, LMNB1, and GAPDH (load control) are shown. (b) Relative proliferation of control groups (Trf2^F/F^, Trf2^F/F^ + 4HT, and Trf2^F/F^CreER) and senescent iMEFs (Trf2^F/F^CreER + 4HT). Viable cells were counted with trypan blue staining following induction with 4HT. Mean and standard error of the mean are shown for each count (*n* = 3). (c) Representative images of crystal violet stained clonogenic assays. Media was changed every 2–3 days after plating 1000 cells, and plates were imaged after 12 days. (d) Volcano plot depicting 5072 differentially expressed genes identified using RNA‐Seq of Trf2^F/F^CreER and Trf2^F/F^CreER + 4HT 7 days after induction (*n* = 3 per group). Notable genes are labeled. (e) Gene set enrichment analysis (GSEA) shows p53 signaling, inflammation, bile acid metabolism, glycolysis, and several pathways related to cell morphology as the most altered. (f) Enrichment plot for GSEA Hallmark Glycolysis Pathway. (g) Enrichment plot for Reactome Mitochondrial Biogenesis Pathway. (h) Differential expression of MitoCarta 3.0 genes showing similar expression in control and senescent cells. Normalized counts from DESeq2 are shown.

We next examined if genes associated with mitochondrial function or biogenesis were differentially expressed in cells following the induction of senescence. 

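RNA was sequenced from 3 cultures of control iMEFs and 3 cultures of senescent iMEFs. iMEFs are mouse embryonic fibroblasts immortalized with SV40 large T antigen. They carry *Trf2* alleles flanked by loxP sites and CreER, a Cre recombinase that 4HT activates. Senescent iMEFs received 1 μM 4HT and were collected on day 7, and control iMEFs received vehicle. No library came from cells given 4HT without loss of *Trf2*. Effects of 4HT or of active Cre therefore cannot be told apart from those of the loss. Library preparation, sequencing and alignment to mm10 were done at Novogene, and the authors deposited whole-number counts of reads per gene for 54532 genes. STAR and featureCounts are named in the submitters' processing notes, without versions. Reads in genes were 18396405, 20177401 and 19404862 in control replicates 1, 2 and 3, and 18106024, 16146579 and 17438684 in senescent replicates 1, 2 and 3. The counts used here are the reads assigned to genes. The share of reads from the mitochondrial genome was 0.599% to 0.736% in control iMEFs and 0.853%, 0.644% and 2.32% in senescent replicates 1, 2 and 3. Low-count genes were removed with edgeR's filterByExpr, which left 13561 genes, and libraries were scaled by TMM. Each gene was tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the tested genes. Log2 fold changes are senescent over control, and levels are in TMM-normalized CPM. Gene lists were tested with camera from limma at a preset correlation of 0.01 between genes, adjusted over 42 lists. Within a condition the libraries differed by more than the sampling noise, with chi-square values of 4.25 to 32.8 per degree of freedom between pairs. The highest values, 27.1 and 32.8, belonged to the pairs with senescent iMEFs replicate 3. Senescent replicates 1 and 2 were at 4.97, and pairs of controls at 4.25 to 10.5.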

Deletion of TRF2 and the subsequent induction of senescence drove widespread changes in gene expression with more than 20% of the annotated genes showing statistically significant changes in gene expression (*n* = 5072, Padj <0.05; Figure 1d). 

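The targeted gene, *Terf2*, which encodes TRF2 and lies on chromosome 8 of GRCm38 from 107069400 to 107096547, fell from 38.2 ± 0.775 CPM in control iMEFs to 0.249 ± 0.0482 CPM in senescent iMEFs (SD, n = 3 each). Its log2 fold change was -7.23 (standard error 0.18, adjusted p = 1.52e-10 from edgeR's quasi-likelihood test). In all, 5400 of the 13561 tested genes passed an adjusted p of 0.05, 2522 of them higher and 2878 lower in senescent iMEFs, which is 21.9% of the 24697 genes with a read. Of these, 1151 changed by more than 1 on the log2 scale, 639 of them lower. Several extracellular matrix genes fell. *Fbn2*, a microfibril protein, *Postn*, a matricellular protein, and *Abi3bp* had log2 fold changes of -3.68, -3.66 and -3.04, and *Aspn*, a small proteoglycan, of -4.88. *Col3a1*, a fibrillar collagen, fell from 1947 ± 91.5 to 266 ± 34.7 CPM (SD, n = 3 each). *Lrrc17* and *Ptn* fell by 3.60 and 2.24 on the log2 scale. *Scn7a* had 233 reads in control iMEFs and 0 in senescent iMEFs, at least 71.5-fold lower with a floor of 3 reads over the group. *Fndc1* had 98 reads in control and 1 in senescent iMEFs, a ratio of 0.0111 with a 95% counting interval of 0.000278 to 0.0632. Among the rises, *Wnt7a*, a secreted WNT ligand, had a log2 fold change of 5.25 (standard error 0.55). *Ces2e*, a carboxylesterase, had 2 reads in control and 163 in senescent iMEFs, a ratio of 88.5 with an interval of 24.1 to 737, and both intervals cover counting error only. Adjusted p from edgeR's test was at most 4.23e-05 for each of these genes.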

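*Cdkn1a* encodes an inhibitor of cyclin-dependent kinases and lies on chromosome 17 of GRCm38 from 29090976 to 29100727. In senescent iMEFs it rose from 44.8 ± 4.65 to 199 ± 10.9 CPM (SD, n = 3 each), a log2 fold change of 2.15 (standard error 0.09, adjusted p = 8.88e-09 from edgeR's quasi-likelihood test). Among the 2522 genes that were higher in senescent iMEFs, *Cdkn1a* ranked 2 by p-value and 89 by log2 fold change. *Gdf15*, a stress-induced secreted factor, rose from 0.492 ± 0.0867 to 3.73 ± 0.152 CPM (SD, n = 3 each), and *Lmnb1*, which encodes lamin B1, fell by 0.45 on the log2 scale (standard error 0.08, adjusted p = 7.43e-04 from edgeR's test). Of 53 genes of the cell cycle and DNA replication, 10 were higher, 3 were lower and 40 did not pass (9 higher and 3 lower when adjusted over the list alone), and the list did not pass by camera (adjusted p = 0.295).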

*Cdkn1a*, the gene encoding p21 and an established marker of senescence, was one of the top upregulated genes. Gene set enrichment analysis (GSEA) of the SenMayo gene set showed a significant enrichment of genes associated with cellular senescence (Figure S1c) (Saul et al., 2022). 

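Secreted factors of the senescence-associated secretory phenotype changed in both directions in senescent iMEFs. Of 85 such genes, 70 were measured, and 23 were higher, 26 lower and 21 did not pass at an adjusted p of 0.05 from edgeR (26 higher and 26 lower when adjusted over the list alone). *Serpine2*, a protease inhibitor, and *Cxcl10*, a chemokine, rose with log2 fold changes of 2.67 (standard error 0.15) and 1.32 (standard error 0.10). *Angpt1*, *Igfbp5* and *Igfbp2*, which encode a vascular growth factor and carriers of insulin-like growth factors, fell by 2.19, 2.16 and 2.48 on the log2 scale. The chemokines *Cxcl12* and *Ccl2* fell by 1.39 and 0.63. The median log2 fold change of the list was 0.04. By camera the list did not stand apart from other genes (adjusted p = 0.742), and by fgsea, which ranks genes by the size and sign of the test, it passed as higher (adjusted p = 0.0318). It did not pass with an estimated correlation (adjusted p = 0.945) or by fry (adjusted p = 0.617). The mean log2 level of the list against the controls was -0.018, -0.009 and 0.330 in senescent iMEFs replicates 1, 2 and 3. A rise was thus seen in replicate 3 only. The SenMayo gene set itself was not used here.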

Analysis of the GSEA hallmark pathways showed that p53 signaling and inflammation were significantly upregulated in senescent cells; whereas, pathways related to bile acid metabolism, glycolysis, and several pathways related to cell morphology were downregulated (Figure 1e,f and Figure S1d). 

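In senescent iMEFs the list of ribosome biogenesis genes and MYC targets was higher, and those of extracellular matrix, cytoskeleton and hypoxia response genes lower, by camera at a preset correlation but not with an estimated one. Each of these lists passed in the same direction by fry (adjusted p = 7.23e-04 to 0.00332) and by fgsea (adjusted p = 1.18e-20 to 0.00996). Of 49 measured MYC target and ribosome biogenesis genes, 40 were higher and 1, *Cdk4*, was lower at an adjusted p of 0.05 from edgeR (43 higher and 1 lower when adjusted over the list alone). *Cdk4*, with a log2 fold change of -0.26, did not pass with RLE factors (adjusted p = 0.052) or without control iMEFs replicate 1 or 2 or senescent iMEFs replicate 1 (adjusted p = 0.107 to 0.146). *Myc* itself had a log2 fold change of 1.46 (standard error 0.08). The list passed by camera (adjusted p = 4.11e-13), but not with an estimated correlation (adjusted p = 0.326). Of 64 extracellular matrix genes, 52 were lower and 5 higher (53 and 5 when adjusted over the list alone), with a median log2 fold change of -1.18 (adjusted p = 8.69e-16 by camera, and adjusted p = 0.752 with an estimated correlation). *Ccn2* and *Dcn* were among the 5 that rose, *Ccn2* with a log2 fold change of 1.37. Of 27 smooth muscle and cytoskeleton genes, 15 fell and none rose by edgeR (16 lower and 1 higher when adjusted over the list alone, and 1 higher at an unadjusted p of 0.05), among them *Acta2*, smooth muscle actin, by 0.87 on the log2 scale (adjusted p = 6.94e-04 by camera, and adjusted p = 0.403 with an estimated correlation). DESeq2 and limma-voom called 2 and 1 of these genes higher. Of 34 hypoxia response genes, 17 fell and 2 rose (17 and 3 when adjusted over the list alone), with adjusted p = 0.00564 by camera and adjusted p = 0.276 with an estimated correlation. The estimated correlation of this list was -0.005, below the preset 0.01, so a higher correlation between its genes does not account for the loss. Of 46 interferon response genes, 22 fell and 7 rose (23 and 7 when adjusted over the list alone), with adjusted p = 0.015 by camera and adjusted p = 0.901 with an estimated correlation. The interferon list did not pass by fry (adjusted p = 0.0661), by fgsea (adjusted p = 0.101) or without control iMEFs replicate 1 (adjusted p = 0.055 by camera).

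Of 40 NF-κB and TNF response genes, 16 rose and 14 fell (16 and 15 when adjusted over the list alone). *Fosl1*, a component of the AP-1 transcription factor, and *Cd44* had log2 fold changes of 1.52 and 1.35, and *Irf1* and *Cebpb*, transcription factors of the inflammatory response, of -0.89 and -1.03. The list did not pass by camera (adjusted p = 0.553), with an estimated correlation (adjusted p = 0.901) or by fry (adjusted p = 0.0651), and passed as higher by fgsea (adjusted p = 0.00556). Of 28 glycolysis genes, 8 fell, among them the lactate transporter *Slc16a3* by 1.29 and *Pfkl*, a subunit of phosphofructokinase, by 0.75 on the log2 scale, 1 rose (*Hk2*, hexokinase 2, 0.54) and 19 did not pass, with the same counts when adjusted over the list alone. Of 10 measured genes of bile acid synthesis and transport, 4 fell, including *Cyp7b1* by 1.33 on the log2 scale, and 1, *Amacr*, rose (4 and 1 when adjusted over the list alone). Neither list passed by camera (adjusted p = 0.265 for glycolysis and 0.148 for bile acid genes), and both passed as lower by fry, which tests a list without comparing it with other genes (adjusted p = 0.0157 and 0.0144). Neither passed by fgsea (adjusted p = 0.181 and 0.302) or with an estimated correlation (adjusted p = 0.901 and 0.792).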

We next investigated affected gene sets more closely to examine if specific pathways related to mitochondrial biogenesis had been altered. While there was a trend toward downregulation of genes related to mitochondrial biogenesis, this did not reach statistical significance (Figure 1g). 

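Genes of mitochondrial biogenesis did not move one way in senescent iMEFs. Of 84 listed genes 83 were measured, and 14 were higher, 19 lower and 50 did not pass at an adjusted p of 0.05 from edgeR (16 higher and 19 lower when adjusted over the list alone). *Atp5k* and *Atp5e*, subunits of ATP synthase, fell by 1.41 (standard error 0.15) and 1.03 (standard error 0.13) on the log2 scale, and *Idh2*, the mitochondrial isocitrate dehydrogenase, fell by 0.92. *Prkaa2*, a catalytic subunit of AMP-activated kinase, and *Nr1d1*, a nuclear receptor, rose with log2 fold changes of 1.46 and 0.65. The median log2 fold change was 0.01, the mean was -0.03, and the direction of camera's test was down (adjusted p = 0.891). For the 20 measured genes of a Reactome mitochondrial biogenesis list shipped with fgsea, 6 were higher and 3 lower, with a direction of up and an unadjusted p of 0.194 by camera.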

We further evaluated the mitochondria‐associated genes that were previously reported to be downregulated in response to short telomeres (Sahin et al., 2011) and found no significant changes (Figure S1e). 

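Of the 6 genes, *Ppargc1a* rose in senescent iMEFs, *Ppargc1b* fell, and the others did not pass or were too low to test, with the same 1 higher and 1 lower when adjusted over the list alone. *Ppargc1a*, which encodes the transcriptional coactivator PGC-1α, was at 0.691 ± 0.264 CPM in control and 4.02 ± 1.13 CPM in senescent iMEFs (SD, n = 3 each), from 39 and 210 reads. Its log2 fold change was 2.54 (standard error 0.33, adjusted p = 7.38e-05 from edgeR's quasi-likelihood test). *Ppargc1b*, which encodes PGC-1β, went from 4.1 ± 0.0788 to 2.27 ± 0.143 CPM (SD, n = 3 each), a log2 fold change of -0.85 (standard error 0.20, adjusted p = 0.0043 from the same test). *Tfam*, the mitochondrial transcription factor, had a log2 fold change of 0.15 (standard error 0.09, adjusted p = 0.186 from edgeR, and 0.0477 without senescent iMEFs replicate 3). *Nrf1* and *Esrra* had log2 fold changes of 0.01 (standard error 0.10) and 0.02 (standard error 0.11). *Ppara* had 20 and 14 reads over the 3 libraries of each group and was not tested.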

We reasoned that this may be due to SV40‐immortalization of MEFs and inactivation of the p53 signaling pathway, but found that this pathway was still engaged (Figure S1d), likely owing to the strong DNA damage signal induced by deletion of TRF2 (Alder et al., 2015). 

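Targets of p53 rose in senescent iMEFs. SV40 large T antigen is known to bind p53. Of 50 listed p53 target genes 49 were measured, and 35 were higher and 1 lower at an adjusted p of 0.05 from edgeR (36 higher and 2 lower when adjusted over the list alone). *Mdm2*, the ubiquitin ligase that degrades p53, rose from 102.3 ± 8.4 to 329 ± 19.4 CPM (SD, n = 3 each). *Ccng1*, cyclin G1, and *Eda2r*, a receptor of the TNF receptor family, rose with log2 fold changes of 2.12 (standard error 0.08) and 2.30 (standard error 0.10), and *Sesn1*, a sestrin, fell by 0.52 (standard error 0.09). The median log2 fold change of the list was 0.76. The list passed by camera (adjusted p = 9.67e-13) and with an estimated correlation (adjusted p = 0.0461).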

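Mitochondrial genes changed in both directions in senescent iMEFs, and mostly by small amounts. A list of 530 mitochondrial genes stood in for MitoCarta 3.0, which was not used here. Of these, 514 were measured, and 98 were higher and 90 lower at an adjusted p of 0.05 from edgeR (96 and 88 when adjusted over the list alone). This is 36.6% of them, against 39.9% of 13047 other genes (Fisher's exact test, two-sided, odds ratio 0.867, p = 0.13). For 460 of the 514, or 89.5%, the 95% confidence interval of the log2 fold change lay within 1 in either direction, and for 360 it lay within 0.58. The median size of the log2 fold change was 0.21 for mitochondrial genes and 0.28 for the others. Of the 188 that passed, 13 had a log2 fold change larger than 1, 9 of them higher. *Dglucy*, D-glutamate cyclase, rose with a log2 fold change of 2.54, and *Ucp2*, an uncoupling protein, fell by 1.65 on the log2 scale. Without control iMEFs replicate 2 the number that passed was 112, and without control iMEFs replicate 1 it was 119.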

To comprehensively explore the changes in mitochondrial‐related genes, we examined the changes in 1140 genes related to mitochondrial function (MitoCarta 3.0) (Rath et al., 2021) in control and senescent cells and found that they were predominantly unchanged in senescence (Figure 1h). Unexpectedly, we found that all 13 transcripts encoded by the mitochondrial genome trended toward higher expression in senescent cells (Figure S1f). 

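Transcripts of the mitochondrial genome were higher in senescent iMEFs mainly in 1 of 3 libraries. Of the 13 protein genes 12 were measured, all 12 with a positive log2 fold change by edgeR (*mt-Nd3* had -0.01 with limma-voom), and 5 passed at an adjusted p of 0.05 from edgeR (5 when adjusted over the list alone). Those past the threshold over all genes were *mt-Nd2*, *mt-Nd4*, *mt-Nd5* and *mt-Nd6*, subunits of complex I, with log2 fold changes of 0.95, 0.99, 1.07 and 1.43, and *mt-Atp6*, a subunit of ATP synthase, with 0.83. *mt-Co1*, a subunit of cytochrome c oxidase, had a log2 fold change of 0.84 (standard error 0.36, adjusted p = 0.0814 from edgeR). *mt-Atp8* had 4 reads in control and 29 in senescent iMEFs and was not tested. The sum of the 13 genes was 6698 ± 762 CPM in control and 11902 ± 8684 CPM in senescent iMEFs (SD, n = 3 each), a fold of 1.51 between the geometric means, and did not separate the groups (exact permutation test on log2 CPM, two-sided, p = 0.4, where 3 against 3 cannot go below 0.1). Against the mean of the controls, senescent replicates 1, 2 and 3 were at 1.17, 0.89 and 3.27. Without senescent iMEFs replicate 3 this fold was 1.04, 7 of 12 log2 fold changes were positive and 1 gene passed, and without any 1 of the control libraries 1 gene passed. Without senescent iMEFs replicate 1 or 2, 7 and 10 genes passed. DESeq2 and limma-voom each called 1 gene, and edgeR without the filter on low counts called 11. The list did not pass by camera (adjusted p = 0.165, and 0.0196 without senescent iMEFs replicate 2), with an estimated correlation (adjusted p = 0.901) or by fry (adjusted p = 0.58), and passed as higher by fgsea (adjusted p = 0.0255).

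**Figure D1:**
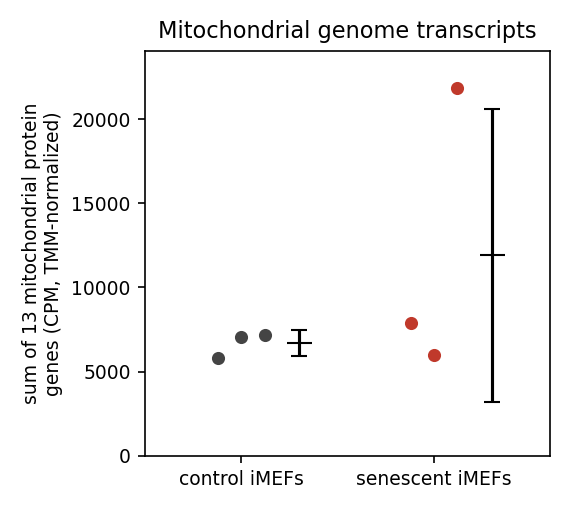
Sum of the 13 protein genes of the mitochondrial genome in each library, in TMM-normalized CPM. Points are libraries (n = 3 per group), and the bar beside each group is the mean with its SD. Senescent iMEFs replicate 3 lies at 21870 CPM and the 5 other libraries between 5820 and 7866 CPM.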

Finally, we tested if our findings were specific to cells with telomere dysfunction due to TRF2 deletion or if they could be extended to cells undergoing replicative senescence. We examined a large RNA‐seq data set of human fibroblasts undergoing replicative senescence, focusing on the expression of a curated list of 1136 mitochondrial‐associated genes (MitoCarta 3.0) in early‐ versus late‐passage cells and found their expression to be generally unchanged with a few exceptions (Figure S1h) (Chan et al., 2022). Together, these data suggest that mitochondrial‐related gene expression remains largely intact in the setting of telomere dysfunction‐induced cellular senescence.

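Lists of mitochondrial genes were tested one by one in senescent iMEFs, by camera each against other genes. Of 80 measured nuclear-encoded OXPHOS subunit genes, 29 were lower and 4 higher at an adjusted p of 0.05 from edgeR (30 and 4 when adjusted over the list alone), among them *Ndufv3* and *Cox6b1*, with log2 fold changes of -0.92 and -0.65. The list passed by camera (adjusted p = 0.0398), but not with an estimated correlation (adjusted p = 0.901) or by fry (adjusted p = 0.118). By fgsea it passed as lower (adjusted p = 0.00556). Its adjusted p by camera was 0.0532, 0.0509, 0.0841 and 0.282 without control iMEFs replicate 1 or 2 or senescent iMEFs replicate 1 or 3. Of 56 genes of mitochondrial DNA maintenance and expression, 21 were higher and 3 lower (23 and 3 when adjusted over the list alone), including *Trmt10c* and *Fastkd2*, which process mitochondrial RNA, with log2 fold changes of 0.79 and 0.80 (adjusted p = 0.0033 by camera, and adjusted p = 0.276 with an estimated correlation). This list also passed as higher by fry (adjusted p = 0.00332) and by fgsea (adjusted p = 4.52e-04). Of 35 mitochondrial protein import genes, 11 were higher, such as *Tomm20* with 0.51, and 2 were lower (11 and 2 when adjusted over the list alone), with adjusted p = 0.015 by camera and adjusted p = 0.901 with an estimated correlation. The import list did not pass by fry (adjusted p = 0.0593) or without control iMEFs replicate 3 or senescent iMEFs replicate 2 (adjusted p = 0.0635 and 0.0752 by camera). By fgsea it passed as higher (adjusted p = 0.00556). Mitochondrial ribosomal protein genes (10 higher and 11 lower of 80), TCA cycle genes (6 and 4 of 23), OXPHOS assembly factors (11 and 4 of 54) and genes of dynamics and mitophagy (3 and 6 of 25) did not pass as lists by camera (adjusted p = 0.376 to 0.913). When adjusted over each list alone these counts were 9 and 11, 6 and 5, 7 and 3, and 3 and 6.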

### 3.2 Cellular senescence increases cell size and mitochondrial number in vitro

Changes in cellular morphology are a cardinal characteristic of cellular senescence in vitro. Indeed, following the deletion of TRF2, iMEFs underwent dramatic changes in cellular morphology, and enlarged, flattened cells became abundant (Figure S1a and Figure 2a). We next examined the mitochondria in these cells by staining for the mitochondrial inner membrane ATP synthase, ATP5B (Figure 2a). Senescent cells had more mitochondrial and nuclear material per cell, with mitochondria extending toward the edges of the cell membrane in both groups. The stark differences in nuclear and mitochondrial staining led us to examine the mitochondrial DNA copy number (mitochondrial: nuclear DNA ratios) in these cells, where we found a 3‐fold increase in the senescent cells (Figure 2b). Upon detailed morphological analysis, the senescent cells had a dramatic increase in the mitochondrial volume per cell (Figure 2c). This was largely driven by an increase in mitochondrial number (Figure 2d), rather than an increase in the size of individual mitochondria (Figure 2e). Despite the increase in cell volume and mitochondrial volume, there was no difference in the constitution of the mitochondria as assessed by blotting for the components of the electron transport chain normalized to total protein (Figure 2f and Figure S1h).

**FIGURE 2:**
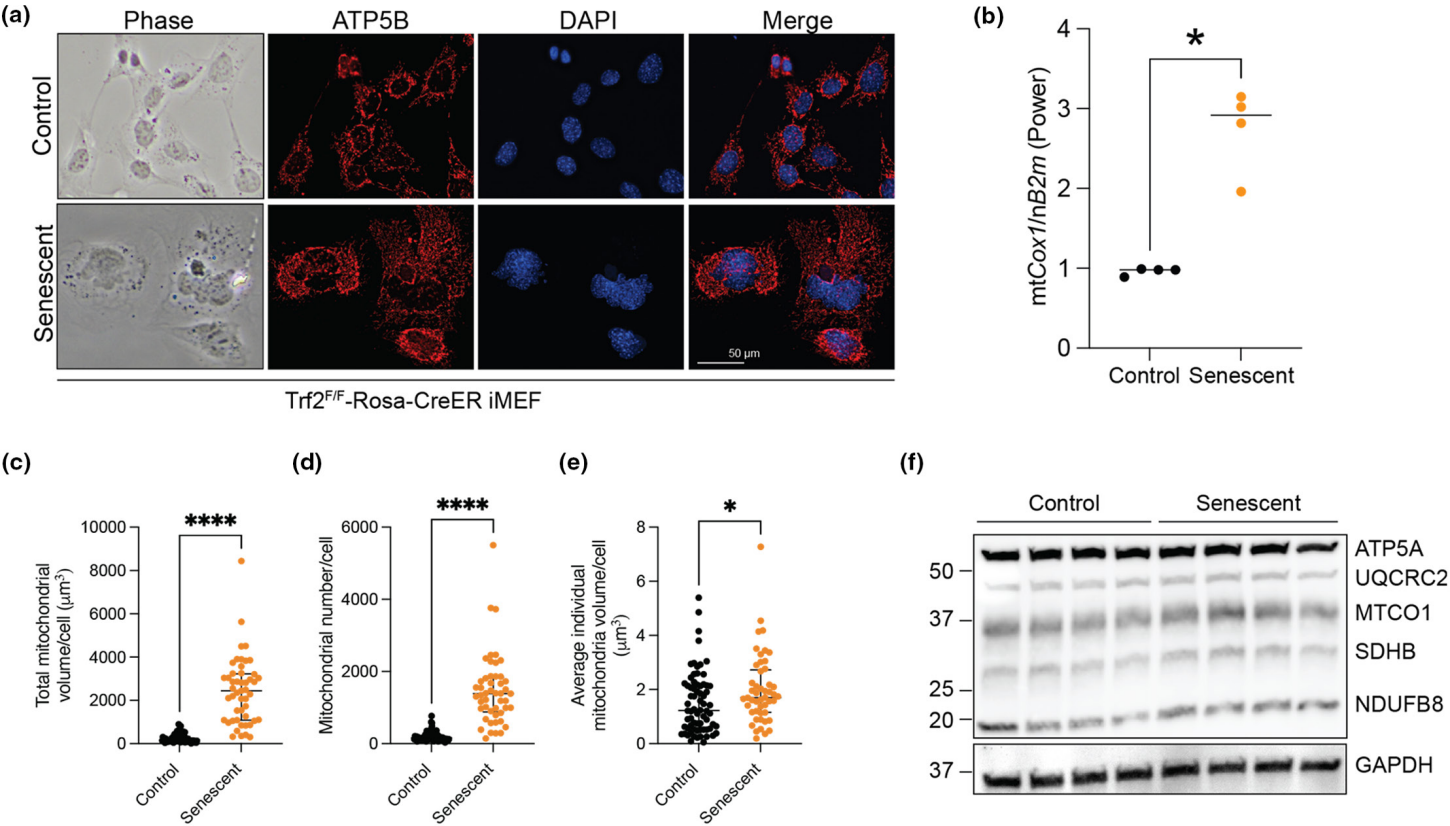
Cellular senescence drives changes in cellular morphology and mitochondrial composition. (a) Photomicrographs of control and senescent Trf2^F/F^CreER iMEFs using phase contrast (column 1) and immunofluorescence microscopy (columns 2–4). Images were taken 7 days after induction of Trf2^F/F^CreER with 4HT. (b) Mitochondrial:nuclear DNA ratio for control versus senescent iMEFs. (c) Total mitochondrial volume/cell (μm^3^). (d) Mitochondrial number/cell. (e) Average individual mitochondria volume/cell (μm^3^). (f) Western blot of mitochondrial electron transport chain components. *N* = 70 control and 49 senescent cells for (c–e); mean ± SD is shown. *p < 0.05 and ****p < 0.0001, Mann–Whitney test.

### 3.3 Intact oxidative phosphorylation in senescent fibroblasts

We next examined mitochondrial function in senescent iMEFs. Following induction of senescence, we collected both control and senescent cells and evaluated mitochondrial respiratory capacity in permeabilized cells. Leak or state 4 respiration measured in the presence of metabolic substrates pyruvate, malate, and glutamate, but not ADP, was markedly elevated in senescent compared with control cells (Figure 3a). State 3 respiration, stimulated by the addition of ADP, reflects oxidative phosphorylation capacity and was similarly increased in senescent cells (Figure 3b). To determine whether the increased respiratory capacity in senescent cells reflected changes in mitochondrial function or mitochondrial content, we measured and normalized respiration rates to citrate synthase activity, which serves as a surrogate of mitochondrial mass (Hutter et al., 2004; Renner et al., 2003). Consistent with mitochondrial DNA copy number and content measurements (Figure 2), citrate synthase activity was significantly increased in senescent cells (Figure 3c). As a result, normalized state 4 and 3 respiratory rates were similar between groups (Figure 3d,e). Furthermore, the respiratory control ratio (state 3/state 4 or RCR), which is a simple and robust readout of mitochondrial function (Brand & Nicholls, 2011), was nearly identical for control and senescent cells (Figure 3f). Taken together, these findings implicate an increase in mitochondrial mass per cell and not an increase in function as the primary driver of increased respiratory capacity in senescent iMEF cells.

**FIGURE 3:**
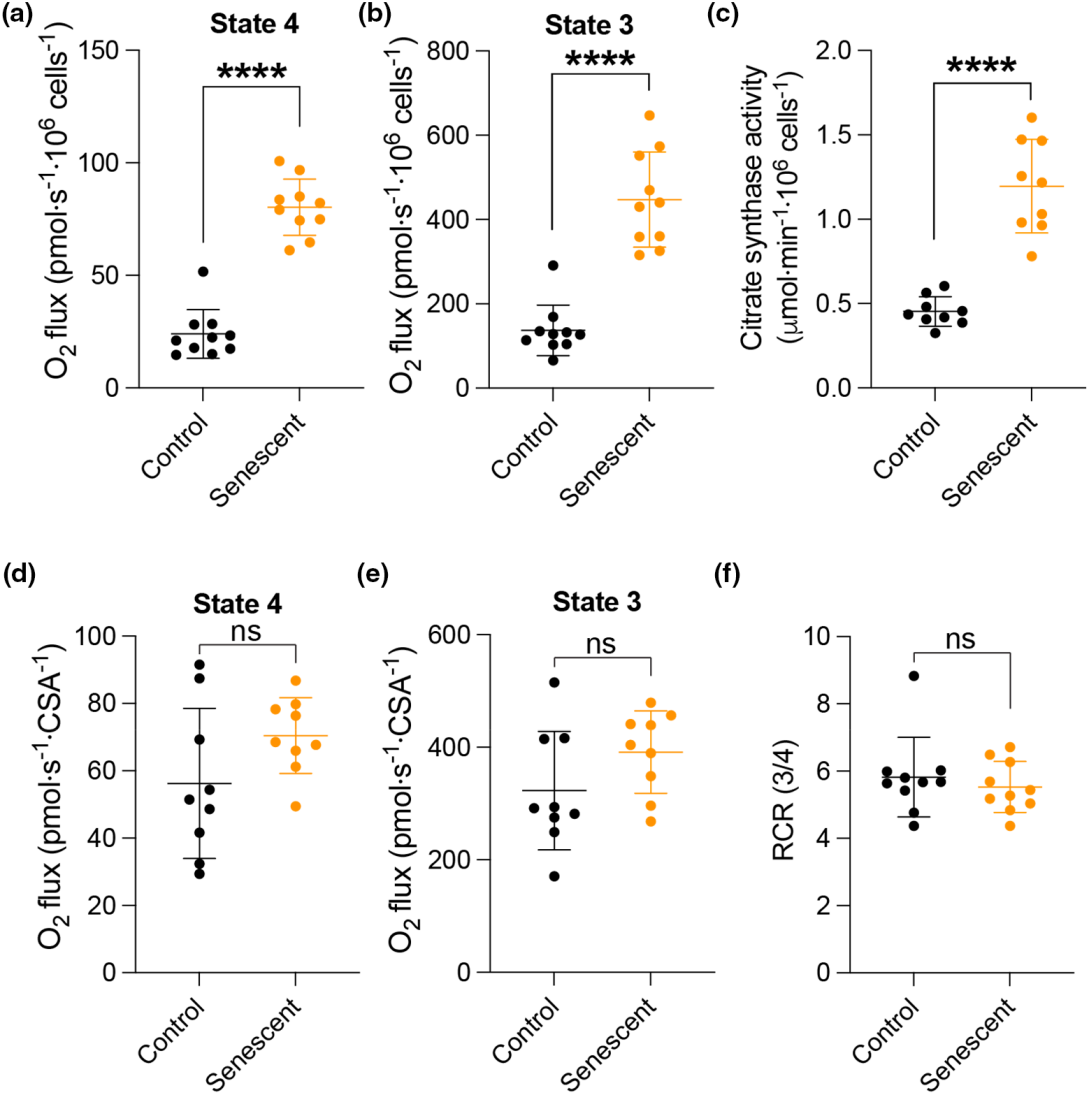
Mitochondrial respiratory capacity is increased due to changes in mitochondrial content in in vitro senescent fibroblasts. (a) State 4 respiration was measured using permeabilized iMEFs in the presence of pyruvate (5 mM), malate (2 mM), and glutamate (10 mM) normalized per million cells. (b) State 3 respiration measured as in (a) with the addition of 2 mM ADP. (c) Citrate synthase activity normalized per million cells. (d) State 4 respiration measured as in (a) normalized to citrate synthase activity. (e) State 3 respiration measured as in (b) normalized to citrate synthase activity. (f) Respiratory control ratio (RCR) or state 3 divided by state 4 is shown in (a‐b). Data shown are the mean ± SD for *n* = 9–10 per group. Data analyzed by Student's *t* test. ****p < 0.0001, ns, not significant.

### 3.4 Mitochondrial gene expression does not change in response to telomere dysfunction in vivo

We reasoned that our iMEF findings might be distorted by immortalization and ex vivo culturing. To generate additional evidence to support our in vitro data, we next examined the mitochondrial consequences of telomere dysfunction in vivo. We generated a murine model of hepatocyte‐specific senescence using adenovirus‐delivered Cre recombinase and biallelic Trf2^F/F^ mice (Figure 4a). A liver‐focused model was chosen given the significant existing literature on hepatic mitochondrial isolation and respiratory studies (Chance & Williams, 1955; Edmunds et al., 2020; Frezza et al., 2007; Hogeboom et al., 1948), ease of viral targeting (Russell et al., 2019; Xie et al., 2022), and known tolerance of TRF2 deletion in this tissue (Lazzerini Denchi et al., 2006). Additionally, as a highly metabolically active tissue, we reasoned that our ability to detect differences between control and senescent tissues would be greater.

**FIGURE 4:**
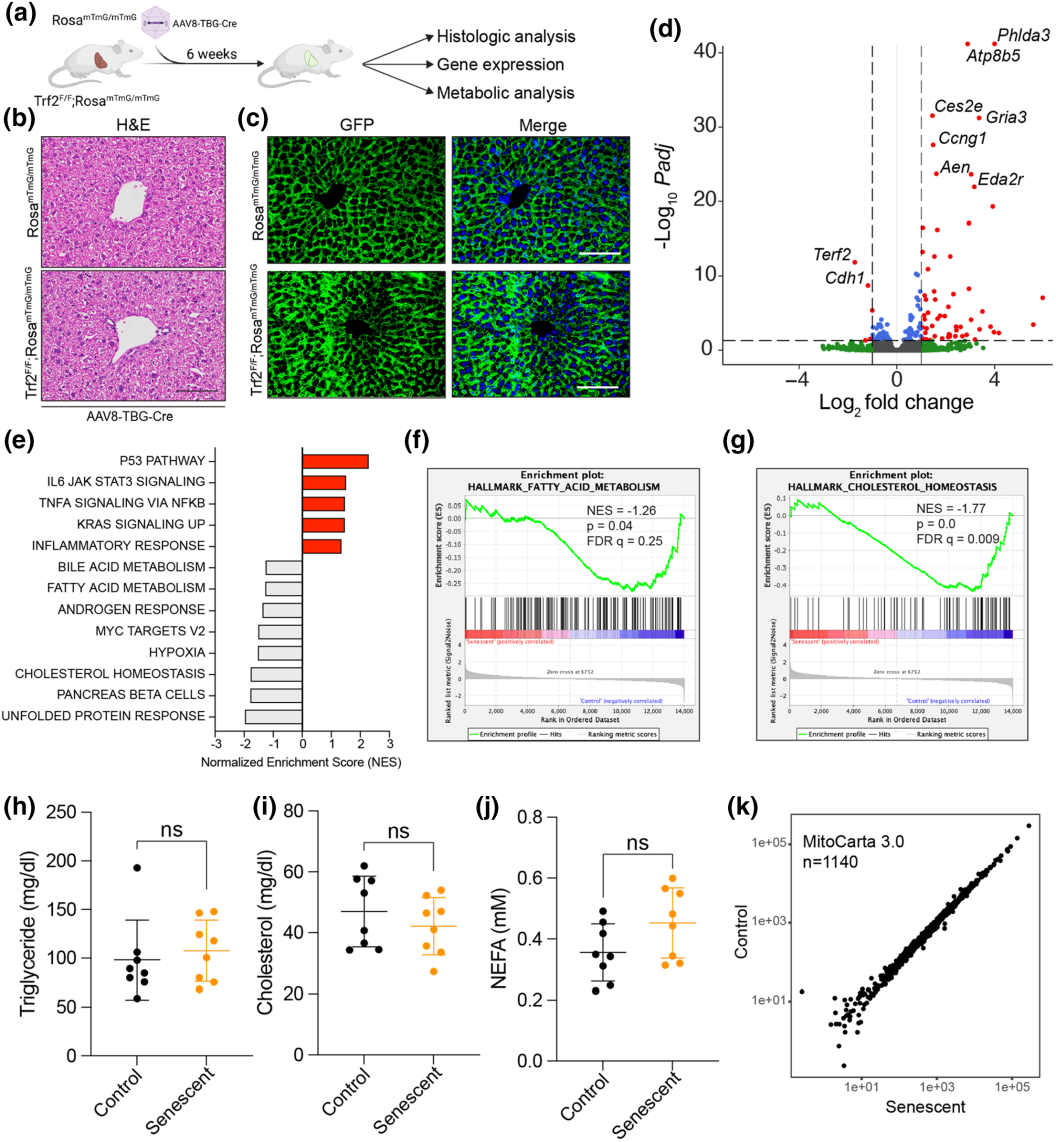
In vivo induction of hepatic telomere dysfunction. (a) Animal model of liver‐trophic viral infection leading to Trf2 deletion in experimental animals. The following analyses of these animals were done 6 weeks after AAV8‐TBG‐Cre viral infection. (b) Murine liver showing no changes in hepatic architecture. (c) Imaging of liver cryosections showing efficient activation of the GFP‐reporter. (d) Bulk RNA‐seq of senescent versus control murine liver homogenates reveals activation of *p53* pathway genes and downregulation of *Terf2*. (e) GSEA identified several hallmark pathways including p53 signaling, multiple inflammatory pathways, bile acid and fatty acid metabolism, and cholesterol homeostasis. (f, g) Enrichment plot for GSEA Hallmark Fatty Acid Metabolism and Cholesterol Homeostasis Pathways. (h–j) Blood lipid measurements in control versus senescent animals. Mean ± SD is shown, *n* = 8/group. Data analyzed by Student's *t*‐test. (k) Differential expression of MitoCarta 3.0 genes shows little change in senescence. Normalized counts from DESeq2 are shown. ns, not significant.

Both control (Rosa^mTmG/mTmG^) and experimental (Trf2^F/F^;Rosa^mTmG/mTmG^) animals were infected via tail vein injection with adeno‐associated virus vector serotype 8 that had been modified to express Cre recombinase under the control of the thyroxin binding globulin promoter (AAV8‐TBG‐Cre) (Figure 4a). 

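RNA was sequenced from whole livers of 4 control and 4 experimental mice, called control livers and senescent livers. The thyroxine binding globulin promoter limits Cre to hepatocytes, and the mTmG reporter at *Rosa26* switches from red to green fluorescence where Cre has acted. Control mice carry the reporter but no floxed *Trf2* allele, so the groups differ both in genotype and in deletion of the gene. Livers were taken 6 weeks after infection according to the figure legend and 6 to 7 weeks according to the methods. Whole liver also holds Kupffer, stellate, endothelial, bile duct and blood cells, in which Cre is not expected to act. The authors deposited raw counts per gene, made like those of the iMEFs. Reads in genes were 16729877 to 18015991 in control livers (median 17380795) and 15364450 to 17285469 in senescent livers (median 15716564). The mitochondrial genome took 4.32% to 5.14% of reads in control and 3.96% to 5.08% in senescent livers, and *Alb*, the most abundant gene, took 6.01% to 8.44%. The livers were fitted apart from the iMEFs, with the same filter, normalization and tests, on 14270 genes and 45 lists. Pairs of livers within a condition differed by more than the sampling noise, with chi-square values of 14.1 to 39.8 per degree of freedom. In simulated data of 13916 genes at this depth and spread, edgeR recovered 15.3%, 71.7% and 95.2% of genes changed by 0.5, 1 and 2 on the log2 scale.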

Animals were observed for 6 weeks, and no discernible behavioral or gross differences were noted. Six weeks after AAV8‐TBG‐Cre injection, animals were sacrificed, and livers were collected for histologic and molecular analysis. No significant changes in hepatic morphology were noted (Figure 4b). We estimated transduction efficiency to have been 100% based on universal hepatocyte GFP expression in both groups (Figure 4c). 

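In senescent livers *Terf2* fell and p53 target genes rose. *Terf2* went from 12.6 ± 1.35 CPM in control livers to 3.82 ± 1.12 CPM (SD, n = 4 each), a log2 fold change of -1.72 (standard error 0.20, adjusted p = 0.00216 from edgeR's quasi-likelihood test). The p53 target *Phlda3*, an inhibitor of AKT signaling, rose from 1.92 ± 0.279 to 30.8 ± 4.99 CPM (SD, n = 4 each), a log2 fold change of 4.00 (standard error 0.17, adjusted p = 3.32e-07 from the same test). *Cdkn1a*, which encodes p21, rose from 20.9 ± 12.9 to 113 ± 42.1 CPM (SD, n = 4 each), a log2 fold change of 2.44 (standard error 0.42, adjusted p = 0.0293 from edgeR). *Aen*, a nuclease, and *Gria3*, a glutamate receptor subunit, rose with log2 fold changes of 1.61 and 3.36. Of 49 measured p53 target genes, 20 were higher and none was lower at an adjusted p of 0.05 from edgeR (30 and none when adjusted over the list alone), and at an unadjusted p of 0.05 or by DESeq2 or limma-voom 0 were lower. The list passed by camera (adjusted p = 1.42e-34) and with an estimated correlation (adjusted p = 0.0096). *Cdkn1a* did not pass without control livers replicate 1 or 3 or senescent livers replicate 1, 2 or 3 (adjusted p = 0.0678 to 0.108 from edgeR).

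Of 58 measured genes of the senescence-associated secretory phenotype, 3 were higher and none was lower (3 and none when adjusted over the list alone), where 1 was lower at an unadjusted p of 0.05 and 0 by DESeq2 or limma-voom. *Lif*, a cytokine, had 2 reads in control and 122 in senescent livers, a ratio of 66.2 with a 95% counting interval of 17.9 to 553. *Nrg1*, a growth factor, and *Gdf15* rose with log2 fold changes of 2.93 and 1.28. *Gdf15* did not pass with limma-voom (adjusted p = 0.0593) or without control livers replicate 1, 2 or 3 or senescent livers replicate 2 or 3 (adjusted p = 0.0524 to 0.119 from edgeR). The list passed by camera (adjusted p = 0.0328), but not with an estimated correlation (adjusted p = 0.263) or by fry (adjusted p = 0.0605). By fgsea it passed as higher (adjusted p = 0.00135). By camera its adjusted p was 0.131 and 0.0749 without control livers replicate 1 or 2, and 0.0729, 0.0718 and 0.0668 without senescent livers replicate 1, 3 or 4.

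Marker genes of other liver cells were also higher as lists by camera. The median log2 fold change was 0.29 for 20 Kupffer cell and macrophage genes (adjusted p = 0.00429), 0.17 for 16 sinusoidal endothelial cell genes (adjusted p = 0.00139) and 0.10 for 17 stellate cell and fibroblast genes (adjusted p = 0.0399). With an estimated correlation the adjusted p was 0.674, 0.664 and 0.514 in the same order. None of these markers passed singly by edgeR, and 2 stellate cell genes were higher when adjusted over the list alone. At an unadjusted p of 0.05, 2, 2 and 4 passed, and of the 4 stellate cell genes 3 were higher and 1 lower. DESeq2 called 1 stellate cell gene and limma-voom 0. The Kupffer cell list did not pass without control livers replicate 2 (adjusted p = 0.203), nor the stellate cell list without control livers replicate 3 or 4 or senescent livers replicate 1, 3 or 4 (adjusted p = 0.0619 to 0.186). The median was -0.03 for 28 hepatocyte genes.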

Bulk RNA‐seq of the murine livers supported deletion of *Terf2*, engagement of the p53 pathway, and significant enrichment of genes associated with senescence (Figure 4d,e and Figure S2a,d). In contrast to iMEFs, deletion of *Terf2* in the murine liver led to differential expression of just 133 transcripts (Padj <0.05), highlighting the divergent responses to molecular stress in vitro and in vivo. Despite this, ~50% of the differentially expressed genes were also differentially expressed in the senescent iMEF dataset (64/133; Figure S2e). 

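Few genes passed in senescent livers, and most of them were higher. Of 14270 tested genes, 49 passed an adjusted p of 0.05 from edgeR's quasi-likelihood test, 44 higher and 5 lower, which is 0.185% of the 26447 genes with a read. The 5 lower genes were *Terf2*, *Cdh1*, *Serpinb1a*, *Aprt* and *Def8*. *Aprt*, an enzyme of purine salvage, had a log2 fold change of -0.64, with 28.3 CPM in senescent livers replicate 2 and 23.5 to 23.9 CPM in the other senescent livers. *Cdh1* and *Ces2e* lie within 10 Mb of *Terf2* on chromosome 8, and *Aprt* and *Def8* lie 10 to 20 Mb from it. *Cdh1* encodes E-cadherin and went from 63.6 ± 11.8 to 28 ± 5.69 CPM (SD, n = 4 each), a log2 fold change of -1.18 (standard error 0.16, adjusted p = 0.00542). Among the higher genes, *Atp8b5*, a phospholipid flippase, had a log2 fold change of 2.96 (standard error 0.17). *Ddias*, an inhibitor of cell death after DNA damage, had one of 2.94 (standard error 0.29), and *Eda2r* one of 3.16 (standard error 0.30). *Ces2e*, a carboxylesterase, rose from 192 ± 26.9 to 528 ± 35.1 CPM (SD, n = 4 each), a log2 fold change of 1.46 (standard error 0.11). At an unadjusted p of 0.05, 1076 genes passed. DESeq2 called 133 genes, 100 higher and 33 lower, including all 49, and edgeR without the filter on low counts called 130, 97 higher and 33 lower. Adjusted p of *Serpinb1a* was 0.059 without control livers replicate 3 and 0.0665 without senescent livers replicate 4. *Aprt* passed only without control livers replicate 2 among the fits without 1 library (adjusted p = 0.0706 to 0.143 in the others), and *Def8* only without senescent livers replicate 1 (adjusted p = 0.0571 to 0.0859 in the others). The paper reasons from the low count beside that in iMEFs to divergent responses in vitro and in vivo.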

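Of the genes that edgeR called in senescent livers, most were also called in senescent iMEFs, and nearly all of these changed in the same direction. Of the 49 liver genes 42 were tested in both, and 32 passed an adjusted p of 0.05 from edgeR in both, where 16.6 would overlap by chance (Fisher's exact test, one-sided, odds ratio 4.91, p = 1.51e-06). These are 65.3% of the 49. Of the 32, 31 changed in the same direction, 28 of them higher in both and 3 lower in both (*Terf2*, *Cdh1* and *Serpinb1a*). *Ccng1*, cyclin G1, had a log2 fold change of 1.49 in livers (standard error 0.11), and *Phlda3* one of 0.86 in iMEFs (standard error 0.08). The 2 comparisons share no control libraries. With DESeq2 the overlap was 64 of 133 liver genes (48.1%), and without the filter on low counts it was 62 of 130 (47.7%).

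**Figure D2:**
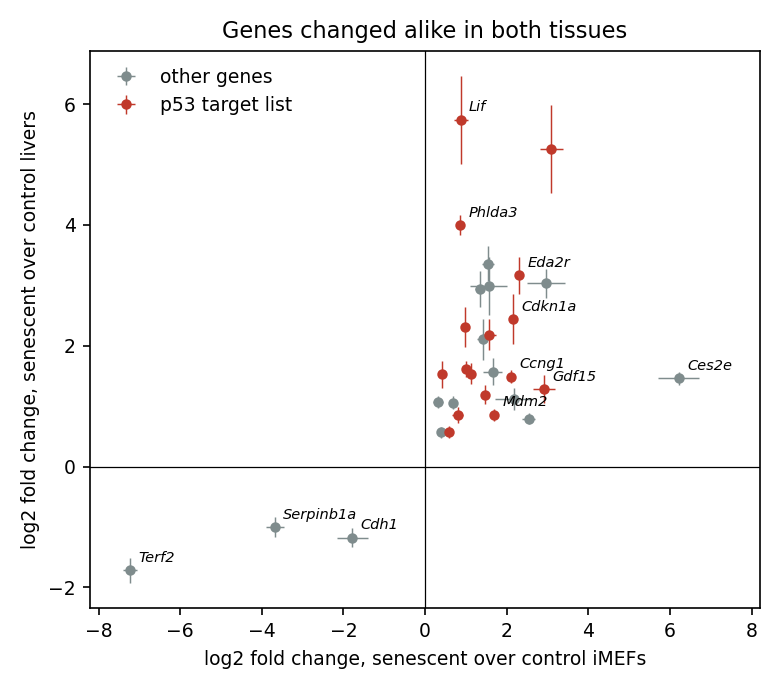
Log2 fold changes of the 31 genes called in both tissues that changed in the same direction, senescent over control, in iMEFs (horizontal axis, n = 3 per group) and livers (vertical axis, n = 4 per group). Bars are standard errors of the fit and genes of the p53 target list are in red. Genes in the upper right (28) were higher in both tissues and those in the lower left (3) lower in both. The iMEF value of *Ces2e*, the liver value of *Lif* and that of 1 more p53 target gene each rest on 2 reads in controls and depend on the prior count.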

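Of 38 measured NF-κB and TNF response genes in livers, 1 was higher and none was lower in senescent livers at an adjusted p of 0.05 from edgeR, with the same counts when adjusted over the list alone. At an unadjusted p of 0.05, 2 were lower, and DESeq2 and limma-voom called 0 lower. The higher gene was *Lif*, of the interleukin 6 family (adjusted p = 0.00311). *Icam1*, an adhesion molecule, and *Il1b*, a cytokine, had log2 fold changes of 0.43 (standard error 0.14) and 0.79 (standard error 0.33), and neither passed. The list did not pass by camera (adjusted p = 0.308) or fgsea (adjusted p = 0.341). Of 48 interferon response genes none passed by edgeR, 1 was lower at an unadjusted p of 0.05 and DESeq2 and limma-voom called 0, and the list had an adjusted p of 0.526 by camera. Of 20 MHC class I genes none passed over all genes, and 3 were lower when adjusted over the list alone, as with DESeq2. At an unadjusted p of 0.05, 5 were lower, and limma-voom called 0. *H2-Q7* and *H2-K1* had log2 fold changes of -0.74 (standard error 0.14) and -0.32 (standard error 0.09), and genes of this family may share reads. The list passed as lower by camera (adjusted p = 0.009), but not with an estimated correlation (adjusted p = 0.664), without control livers replicate 4 (adjusted p = 0.243) or without senescent livers replicate 3 (adjusted p = 0.0874). The paper's other signaling sets were not analysed here.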

Gene set enrichment analysis suggested an upregulation in transcripts associated with the p53, Il6/Jak/Stat3 signaling, Tnfα signaling via Nfkβ, Kras signaling, and inflammatory response pathways (Figure 4e). In contrast, gene sets for fatty acid metabolism and cholesterol homeostasis both had negative enrichment scores that reached statistical significance (Figure 4f,g). 

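Genes of cholesterol and fatty acid synthesis lay lower in senescent livers as lists by camera (adjusted p = 0.00317 for both), but not with an estimated correlation (adjusted p = 0.674 for cholesterol and 0.514 for fatty acid synthesis). By fry neither list passed (adjusted p = 0.631 and 0.343), and by fgsea both passed as lower (adjusted p = 4.65e-07 and 7.99e-04). Of 26 cholesterol synthesis genes 25 had a negative log2 fold change, with a median of -0.31. *Hmgcs1*, HMG-CoA synthase, had a log2 fold change of -0.51 (standard error 0.28). None of the 26 passed by edgeR over all genes or over the list alone, 2 passed at an unadjusted p of 0.05, and DESeq2 and limma-voom called 0. Of 27 fatty acid synthesis genes 21 had a negative log2 fold change, with a median of -0.18. *Acsl3*, which activates fatty acids, and *Fasn*, fatty acid synthase, had log2 fold changes of -0.57 (standard error 0.14) and -0.43 (standard error 0.15). None of the 27 passed by edgeR over all genes, 1 was lower when adjusted over the list alone, 5 passed at an unadjusted p of 0.05, and DESeq2 called 1, *Acsl3*, and limma-voom 0. By camera the cholesterol list had an adjusted p of 0.0707 without senescent livers replicate 1, 0.294 without control livers replicate 3 and 0.0999 without control livers replicate 4.

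Of 37 fatty acid oxidation genes none passed by edgeR, DESeq2 or limma-voom and 0 passed at an unadjusted p of 0.05. This list had an adjusted p of 0.289 by camera, 0.00489 without senescent livers replicate 1 and 0.0314 without control livers replicate 4, as lower in each case. Of 31 genes of bile acid synthesis and transport none passed by edgeR, DESeq2 or limma-voom, and 5 were lower at an unadjusted p of 0.05, such as *Cyp27a1*, a sterol hydroxylase, with a log2 fold change of -0.27. The bile acid list had an adjusted p of 0.0313 by camera, an adjusted p of 0.514 with an estimated correlation, and 0.187, 0.0658 and 0.0577 without control livers replicate 3 or senescent livers replicate 2 or 4. Of 36 unfolded protein response genes none passed by edgeR over all genes, 1 was lower when adjusted over the list alone, 6 were lower at an unadjusted p of 0.05, and DESeq2 called 2 and limma-voom 0. *Herpud1*, of protein degradation from the endoplasmic reticulum, had a log2 fold change of -0.82 (standard error 0.18). The unfolded protein list had an adjusted p of 0.00985 by camera, an adjusted p of 0.664 with an estimated correlation, and 0.0999, 0.154 and 0.0577 without control livers replicate 4 or senescent livers replicate 3 or 4.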

To assess the in vivo relevance of these potential changes to lipid metabolism, we measured triglyceride, cholesterol, and non‐esterified nonfatty acid (NEFA) levels in plasma 6 weeks after transduction (Figure 4h–j). No significant differences were found. As in our iMEF data (Figure 1h), very few mitochondrial‐associated transcripts were differentially expressed in our bulk RNA‐seq dataset, and GSEA analysis of mitochondrial biogenesis showed no significant changes (Figure 4k and Figure S2b).

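Of 523 measured mitochondrial genes 3 were higher in senescent livers and none was lower at an adjusted p of 0.05 from edgeR, with the same counts when adjusted over the list alone. *Bax*, a p53 target that permeabilizes the outer mitochondrial membrane, rose from 13.6 ± 1.61 to 26.3 ± 2.81 CPM (SD, n = 4 each), a log2 fold change of 0.96 (standard error 0.12). *Dglucy* and *Endog*, a mitochondrial nuclease, rose with log2 fold changes of 0.79 (standard error 0.09) and 0.47 (standard error 0.09). *Endog* did not pass with limma-voom (adjusted p = 0.0524) or without any 1 library other than senescent livers replicate 4 (adjusted p = 0.0813 to 0.201 from edgeR). At an unadjusted p of 0.05, 13 were higher and 18 lower. DESeq2 called 4 higher and 1 lower, and limma-voom 2 higher and 0 lower. For 510 of them the 95% confidence interval of the log2 fold change lay within 1 in either direction, and for 468 within 0.58.

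Of 13 protein genes of the mitochondrial genome 0 passed by edgeR, DESeq2 or limma-voom or at an unadjusted p of 0.05. Their sum was 45243 ± 3169 CPM in control and 44330 ± 6476 CPM in senescent livers (SD, n = 4 each; exact permutation test on log2 CPM, two-sided, p = 0.771). Of 83 mitochondrial biogenesis genes 58 had a negative log2 fold change, and the list did not pass by camera (adjusted p = 0.064), with an estimated correlation (adjusted p = 0.514) or by fry (adjusted p = 0.342), and passed as lower by fgsea (adjusted p = 0.0214). None of its genes passed by edgeR, DESeq2 or limma-voom, and 3 passed at an unadjusted p of 0.05, 1 higher and 2 lower. *Ppargc1a*, *Nrf1* and *Tfam* had log2 fold changes of 0.10, -0.30 and -0.16, and control livers replicate 3 had 61.0 CPM of *Tfam* where the other controls had 52.9 to 54.2 CPM. Of 23 TCA cycle genes 20 had a negative log2 fold change, with adjusted p = 0.00139 by camera and adjusted p = 0.514 with an estimated correlation. None of the 23 passed by edgeR, DESeq2 or limma-voom, and 2, *Pdha1* of pyruvate dehydrogenase and *Idh3a* of isocitrate dehydrogenase, passed at an unadjusted p of 0.05.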

### 3.5 Mitochondrial function is intact in senescent hepatocytes in vivo

We next evaluated mitochondrial respiratory capacity in senescent and nonsenescent murine liver samples. Fresh liver samples were collected from the same animals described above and mitochondrial function was assessed in purified mitochondria (Figure 5), and mitochondrially enriched liver lysates (Figure S3) independently. We examined liver mitochondrial oxygen consumption rates in the presence of carbohydrate‐based substrates (pyruvate) (as we had done with iMEFs) as well as fatty acid‐based substrates (palmitoylcarnitine), the preferred substrate of liver hepatocytes (Alves et al., 2011). Similar to observations made in senescent iMEFs, state 4 and state 3 mitochondrial respiratory capacity in the presence of pyruvate or palmitoylcarnitine was unaffected by senescence and similar between control and hepatocyte‐specific conditional *Terf2* knockouts (Figure S3a–f). In contrast to senescent iMEFs, we observed no effect of *Terf2* deletion on liver citrate synthase activity (Figure S3g). Calculation of the RCR further demonstrated that induction of senescence via *Terf2* deletion did not affect mitochondrial respiratory function (Figure S3c,f). To ensure that our measurements were not influenced by subtle differences in mitochondrial content unaccounted for by citrate synthase activity, we repeated our analysis using isolated liver mitochondria from the same mice. Similar to the analysis of mitochondrially enriched liver homogenates, there were no significant changes in state 4, state 3, or RCR when comparing control and senescent liver mitochondria (Figure 5a–f).

**FIGURE 5:**
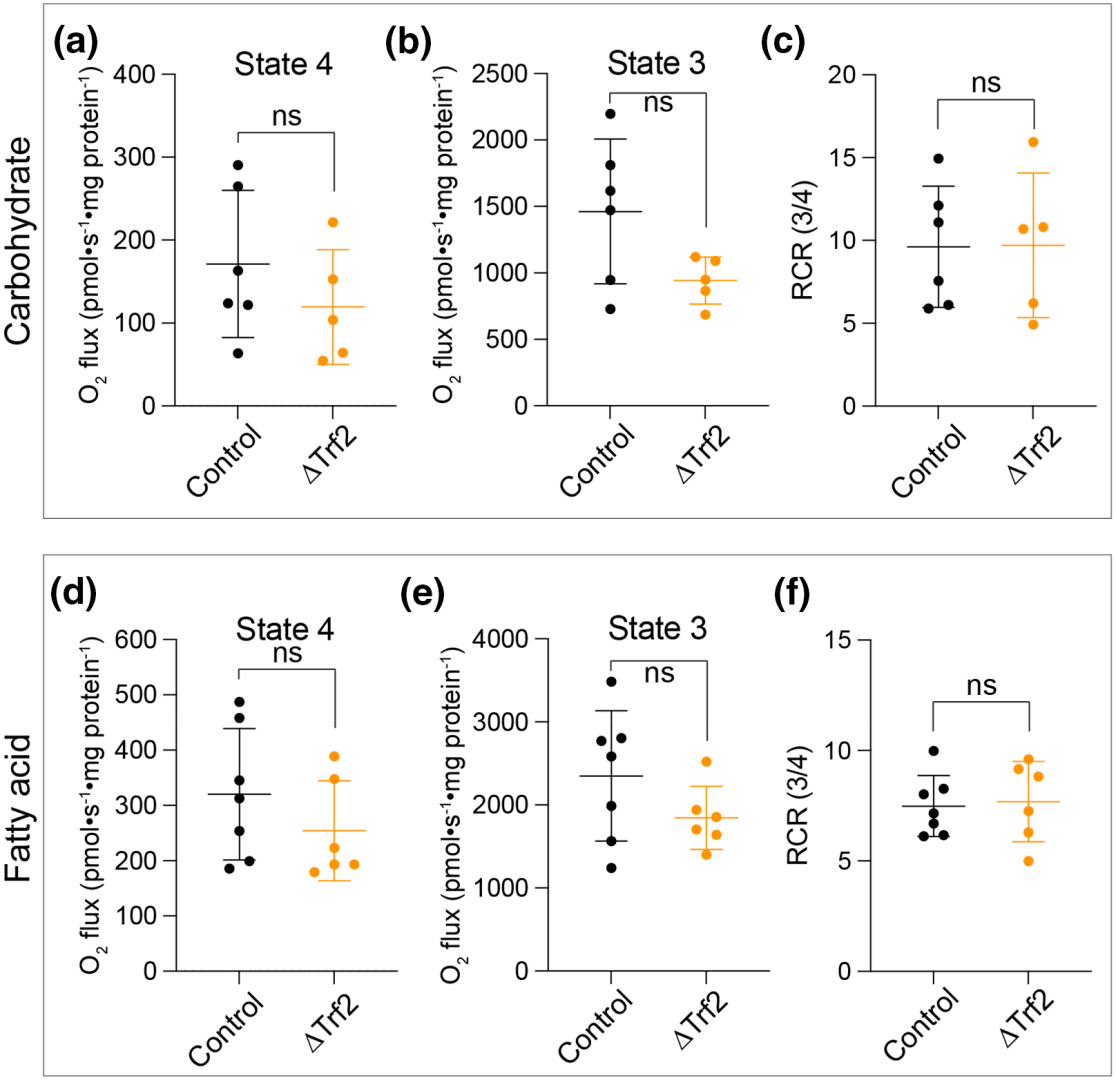
Mitochondrial respiratory capacity of the murine liver is intact despite telomere‐induced senescence. (a) State 4 respiration was measured using purified liver mitochondria in the presence of pyruvate (5 mM), malate (2 mM), and glutamate (10 mM) normalized per mg mitochondrial protein. (b) State 3 respiration was measured as in A with the addition of 2 mM ADP. (c) Respiratory control ratio (RCR) or state 3 divided by state 4 for data in a‐b. (d) State 4 respiration was measured using purified liver mitochondria in the presence of palmitoylcarnitine (0.025 mM), malate (2 mM), and glutamate (10 mM) normalized per mg mitochondrial protein. (e) State 3 respiration was measured as in (a) with the addition of 2 mM ADP. (f) RCR or state 3 divided by state 4 for data in d‐e. Data shown are the mean ± SD for *n* = 5–6 per group. Data analyzed by Student's *t* test, ns, not significant.

## 4 DISCUSSION

We employed a tractable system for measuring the cellular and metabolic response to uniform telomere dysfunction in isolated cells in vitro and in vivo (Lazzerini Denchi et al., 2006). We found that mitochondrial‐associated transcripts and function were remarkably preserved following the induction of dysfunctional telomere‐mediated senescence in vitro and in vivo. This finding is consistent with the importance of mitochondria in supporting senescence‐related cellular functions (i.e., SASP) (Correia‐Melo et al., 2016). As entering senescence is a fate decision that potentially prevents the loss of cells that serve essential functions, it is plausible that cells would preserve mitochondrial activity given its necessity for maintaining cellular activities.

In contrast to our expectations, we found increased mitochondrial respiratory capacity in senescent iMEFs. The increased metabolic activity on a per‐cell basis is likely related to the significant increase in cell size and the compensatory increase in mitochondrial mass (Hutter et al. 2004). This is supported by our imaging analysis, mitochondrial:nuclear genome copy number measurement, and transcriptional analysis. When normalized to total protein or citrate synthase activity, the differences between control and senescent cells were abolished. Furthermore, the RCR, a robust measure of overall mitochondrial function that integrates the key features of oxidative phosphorylation (substrate oxidation, electron transport chain activity, ATP turnover, and uncoupling), was not different between control and senescent cells. Importantly, cell size and mitochondrial mass differences were noted in fibroblasts grown in culture, but not primary hepatocytes in vivo. This is likely due to the proliferative stimulus of cells grown in vitro compared to in vivo. When hepatocytes that lack TRF2 are challenged by partial hepatectomy, nuclear and cellular size increases (Lazzerini Denchi et al., 2006), suggesting that entrance to the cell cycle is required for cells to enlarge, even in the context of potent inducers of senescence. Taken together, our data support that senescent cells maintain mitochondrial/cytoplasmic ratios and mitochondria retain normal functional capacity even in disparate cell cycle conditions.

Our results conflict with a previous report of telomere dysfunction disrupting mitochondrial biogenesis in mice (Sahin et al., 2011). Preceding investigations of mitochondrial function had evaluated late‐generation telomerase knockout mice with short telomeres. Laboratory mice have extremely long and heterogenous telomeres, and telomere dysfunction in mice lacking telomerase components is variable (Blasco et al., 1997). Telomere shortening likely influences tissues at different times due to differences in replicative histories, and given the paracrine consequences of telomere dysfunction; it is possible that systemic sequelae could be caused by telomere dysfunction in any organ system. Furthermore, given that mice with short telomeres have mucosal blunting of the gastrointestinal tract (Armanios et al., 2009), it is possible that defects in nutrient absorption could contribute to a reduction in mitochondrial activity. Our approach was distinct in that we drove acute telomere dysfunction as opposed to gradual telomere shortening, and it is possible that this approach accounts for some of the differences in our findings. However, analysis of transcriptional profiling data from human fibroblasts entering replicative senescence also revealed few changes in the expression of mitochondrial‐associated genes, similar to our findings. Moreover, a recent report found increased glucose utilization and fatty acid oxidation in cells entering replicative senescence, supporting that these pathways are preserved or more active in senescence (Chan et al., 2022). While there are clear differences between telomere uncapping and telomere shortening, it appears that mitochondrial function is preserved in both settings.

We identified substantial differences in the response to the same senescence stimulus in vitro versus in vivo. 

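For 6867 genes in iMEFs, 50.6% of those tested, every senescent iMEF library lay on the same side of every control library, where chance gives 10% for 3 against 3. The genes called at an adjusted p of 0.05 from edgeR were 39.8% of those tested.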

While mitochondrial function was intact, iMEFs exhibited widespread transcriptional changes, with more than ~20% of annotated genes being differentially expressed. In contrast, the same senescence stimulus drove far fewer transcriptional changes in primary hepatocytes in vivo (only ~0.5% of genes were differentially expressed). 

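In livers, 640 genes, 4.48% of those tested, had every senescent library on the same side of every control library, where chance gives 2.86% for 4 against 4. The difference in response between iMEFs and livers was tested for 11693 genes measured in both, with 1 edgeR quasi-likelihood fit over all 14 libraries. At an adjusted p of 0.05, 2000 genes differed, 867 with a higher and 1133 with a lower log2 fold change in iMEFs. Without control iMEFs replicate 2 it was 1260. For *Postn*, with a log2 fold change of 0.42 in livers, the value in iMEFs minus that in livers was -4.08 (standard error 0.16, adjusted p = 2.88e-11 from edgeR). For *Col3a1*, with -0.07 in livers, it was -2.81 (standard error 0.30, adjusted p = 6.75e-06 from edgeR). Of 4598 genes called in iMEFs alone 1873 differed, so for the others a difference between the tissues was not shown. Of 10 called in livers alone 9 differed.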

Despite the difference in the number of differentially expressed genes, both cell types shared a core set of 64 genes that were differentially expressed in both cell types (Figure S2d). This list includes several previously described senescence‐associated genes including *Cdkn1a*, *Gdf15*, and *Mdm2*, but also many novel transcripts that appear to be unique to this study. 

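Of the 32 genes called in both tissues by edgeR, 16 are on the p53 target list and 16 are not. Those outside the list include *Terf2*, *Cdh1*, *Ces2e*, *Gria3*, *Ddias* and *Dglucy*. *Gria3* and *Ddias* had log2 fold changes of 1.54 (standard error 0.14) and 1.34 (standard error 0.12) in iMEFs. *Serpinb1a*, a protease inhibitor also outside the list, had a log2 fold change of -3.69 (standard error 0.22) in iMEFs and was also lower in livers (adjusted p = 0.0179). For 16 of the 32 the response differed between the tissues at an adjusted p of 0.05 in the fit over all libraries.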

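*Cdkn1a*, *Gdf15* and *Mdm2* were higher in both tissues by edgeR. For *Cdkn1a* the log2 fold change in iMEFs minus that in livers was -0.29 (standard error 0.49, adjusted p = 0.737 from edgeR). For *Mdm2* it was 0.83 (standard error 0.13, adjusted p = 3.71e-04), from 1.69 in iMEFs and 0.86 in livers. For *Gdf15*, at 2.91 in iMEFs, it was 1.62 (standard error 0.43), and this difference passed with edgeR (adjusted p = 0.0156) and not with limma-voom (adjusted p = 0.0608).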

Our findings highlight a significant challenge in understanding the response to senescence—transcriptional and secretory behavior are sensitive to both the cause of senescence and the specific cell type affected (Basisty et al., 2020). Our results also draw attention to the risk of studying senescence in vitro, where artificial conditions can contribute to the observed response to pro‐senescent stimuli.

Our findings suggest that mitochondrial activity is preserved in response to dysfunctional telomere‐mediated senescence. Our study is limited by the analysis of only two distinct cell types and their responses at a single time point. Alternative cell types may respond differently to telomere dysfunction, including the possibility that mitochondrial biogenesis or function may be disrupted in those contexts. We purposely selected hepatocytes due to their metabolic complexity—including their ability to engage in both anaplerotic and cataplerotic metabolic flux and their dependence on mitochondrial activity to maintain cellular function. We reasoned that this would be a rigorous system to evaluate the consequences of senescence on mitochondrial content and function. As we did not include longitudinal analysis, it is possible that the response to telomere dysfunction may change over time as cells adapt. Indeed, mitochondrial quality control by mitophagy declines in senescent cells (Dalle Pezze et al., 2014; García‐Prat et al., 2016) such that senescence‐associated mitochondrial dysfunction may be a later developing consequence of the senescent phenotype. Future studies will likely require evaluating the response to multiple pro‐senescence stimuli on multiple cell types in vivo and at distinct time points. However, given the selective maintenance of mitochondrial function observed here, even after substantial genetic perturbation, it appears that evolution has selected for the preservation of metabolic activity after entrance to cellular senescence.

## AUTHOR CONTRIBUTIONS

DIS, ALM, MK, BAK, MJJ, and JKA conceptualized the project and planned experiments. DIS, FMB, AGS, KMR, LG, and KEL performed experiments and processed data. DIS, MJJ, and JKA analyzed data and prepared figures. JKA and DIS drafted the manuscript, and all co‐authors edited and approved the manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare no competing interests.

## Supporting information

Appendix S1–S3.
Click here for additional data file.

## Data Availability

All data generated in this study have been deposited in the appropriate public database or are available upon request. All raw transcriptional profiling data are available at NCBI's Gene Expression Omnibus GSE226613.

# Supplementary material for: Intact mitochondrial function in the setting of telomere‐induced senescence
**Source:** Aging Cell. 2023 Sep 8;22(10):e13941. doi: 10.1111/acel.13941
**Supplement:** Supplementary file 1 — Appendix S1–S3.

**Intact mitochondrial function in the setting of telomere-induced senescence**

Daniel I. Sullivan^1^, Fiona M. Bello^2,3^, Agustin Gil Silva^1^, Kevin M. Redding^3,4^, Luca Giordano^3,4^, Angela M. Hinchie^1^, Kelly E. Loughridge^1^, Ana L. Mora^5^, Melanie Königshoff^1^, Brett A. Kaufman^3,4^, Michael J. Jurczak^2,3^*, Jonathan K. Alder^1^*

**Supplemental Materials**

**
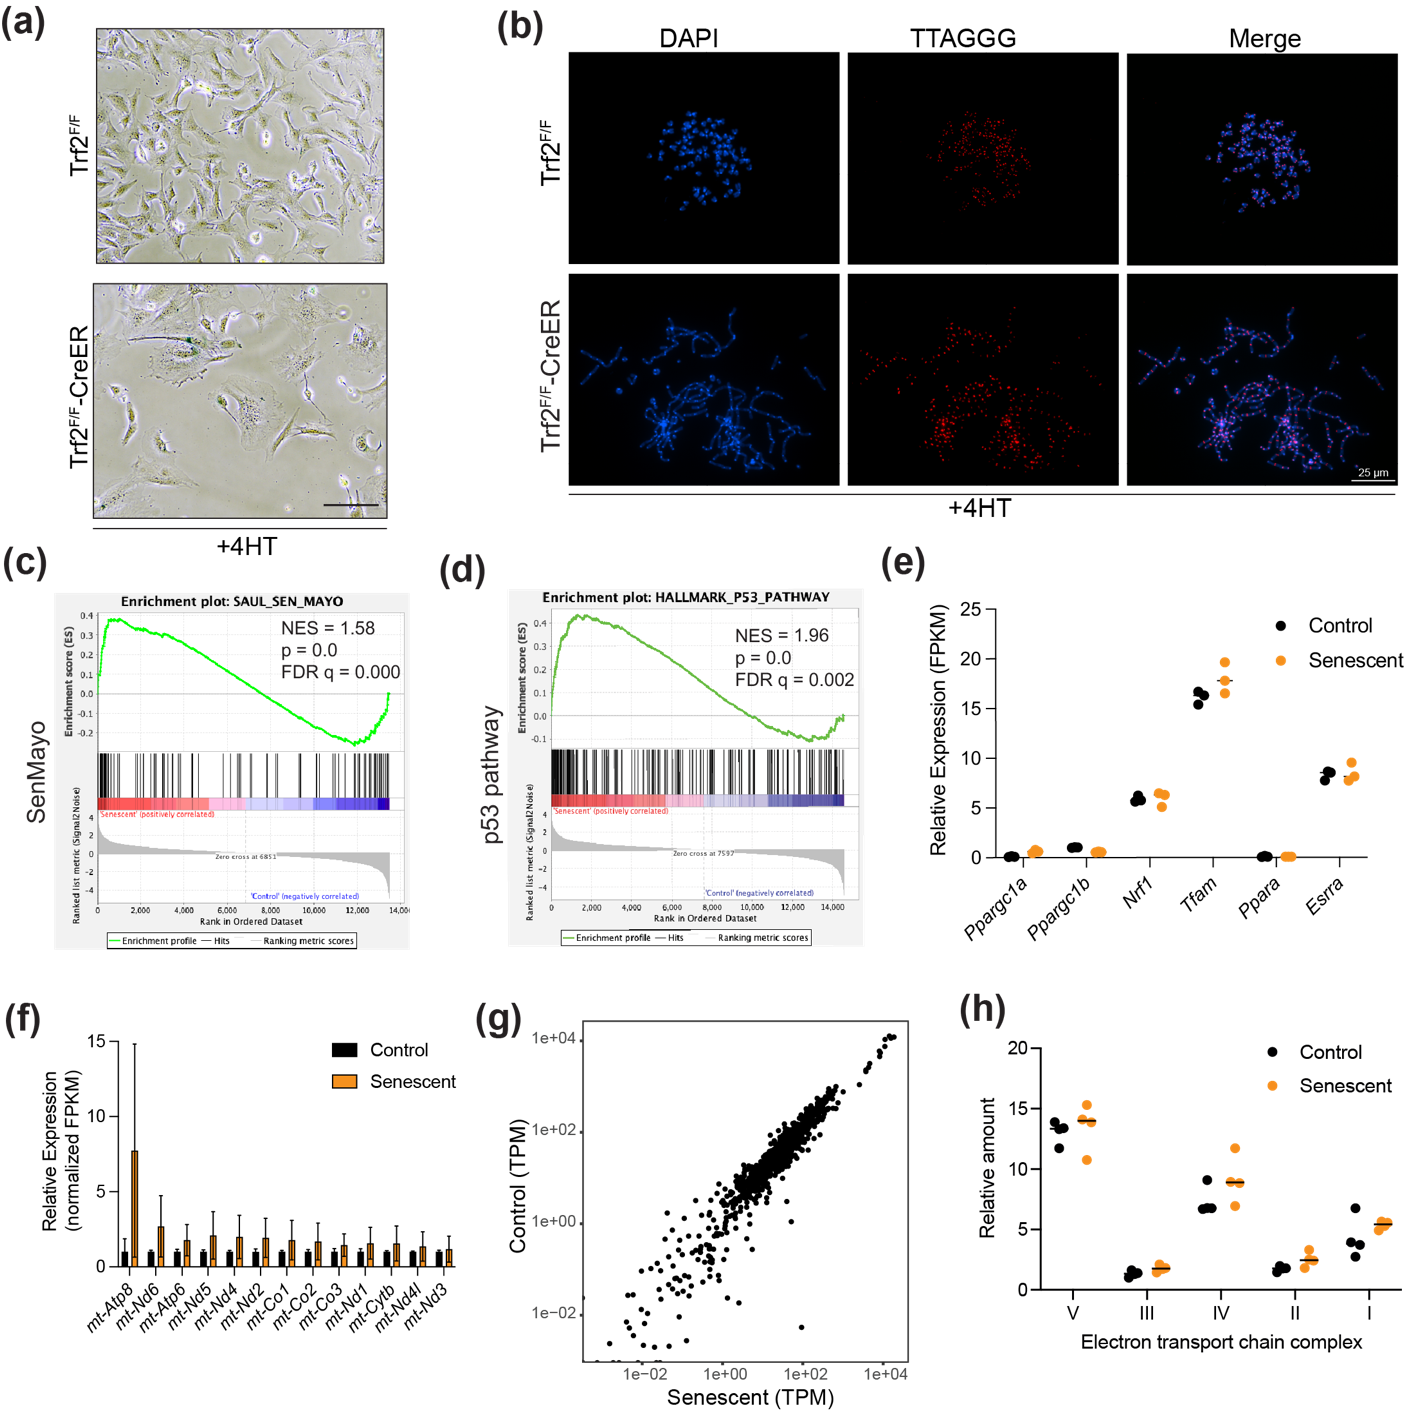
**

**Supplemental Figure 1. Characterization of murine fibroblast cell line following the induction of dysfunctional telomere-induced senescence.** (a) Phase contrast photomicrograms of iMEFs seven days after addition of tamoxifen stained for senescence associated beta galactosidase. (b) Representative photomicrographs of metaphase spreads and fluorescence in situ hybridization of control iMEFs (Trf2^F/F^) and senescent iMEFs (Trf2^F/F^-CreER) seven days after the addition of 4-hydroxy tamoxifen (4HT). DNA is stained with DAPI (blue). Telomeres are stained red using a Cy3 conjugated TTAGGG PNA probe. Scale bar is 25 microns. (c) Enrichment plot for the GSEA SenMayo gene set. (d) Enrichment plot for GSEA Hallmark p53 Pathway for the iMEF RNA-Seq dataset. (e) Relative expression of mitochondria-associated genes in our iMEF RNA-Seq dataset that were previously reported to be downregulated in response to short telomeres. FPKM = fragments per kilobase of transcript per million mapped reads. (f) Transcripts encoded by the mitochondrial genome from the iMEF RNA-Seq dataset. (g) Differential expression of MitoCarta 3.0 genes from human fibroblasts (WI-38) showing similar expression in control and cells entering replicative senescence (from GSE175533). (h) Quantification of mitochondrial electron transport chain proteins from western blot of control and senescent iMEF lysates shown in Figure 2f. ***P < 0.001, Mann-Whitney test.

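Panels c and d are running-sum plots. Genes are ranked from the most increased to the most decreased in senescent iMEFs, and the curve climbs at each member of the set and descends between members, so a peak at the left marks a set whose members lie among the increased genes. The main test for lists here, camera, differs from this. It compares the mean test statistic of a list with that of other genes and allows for correlation between its members. Of the alternatives, fgsea is the same kind of test as that of these panels.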

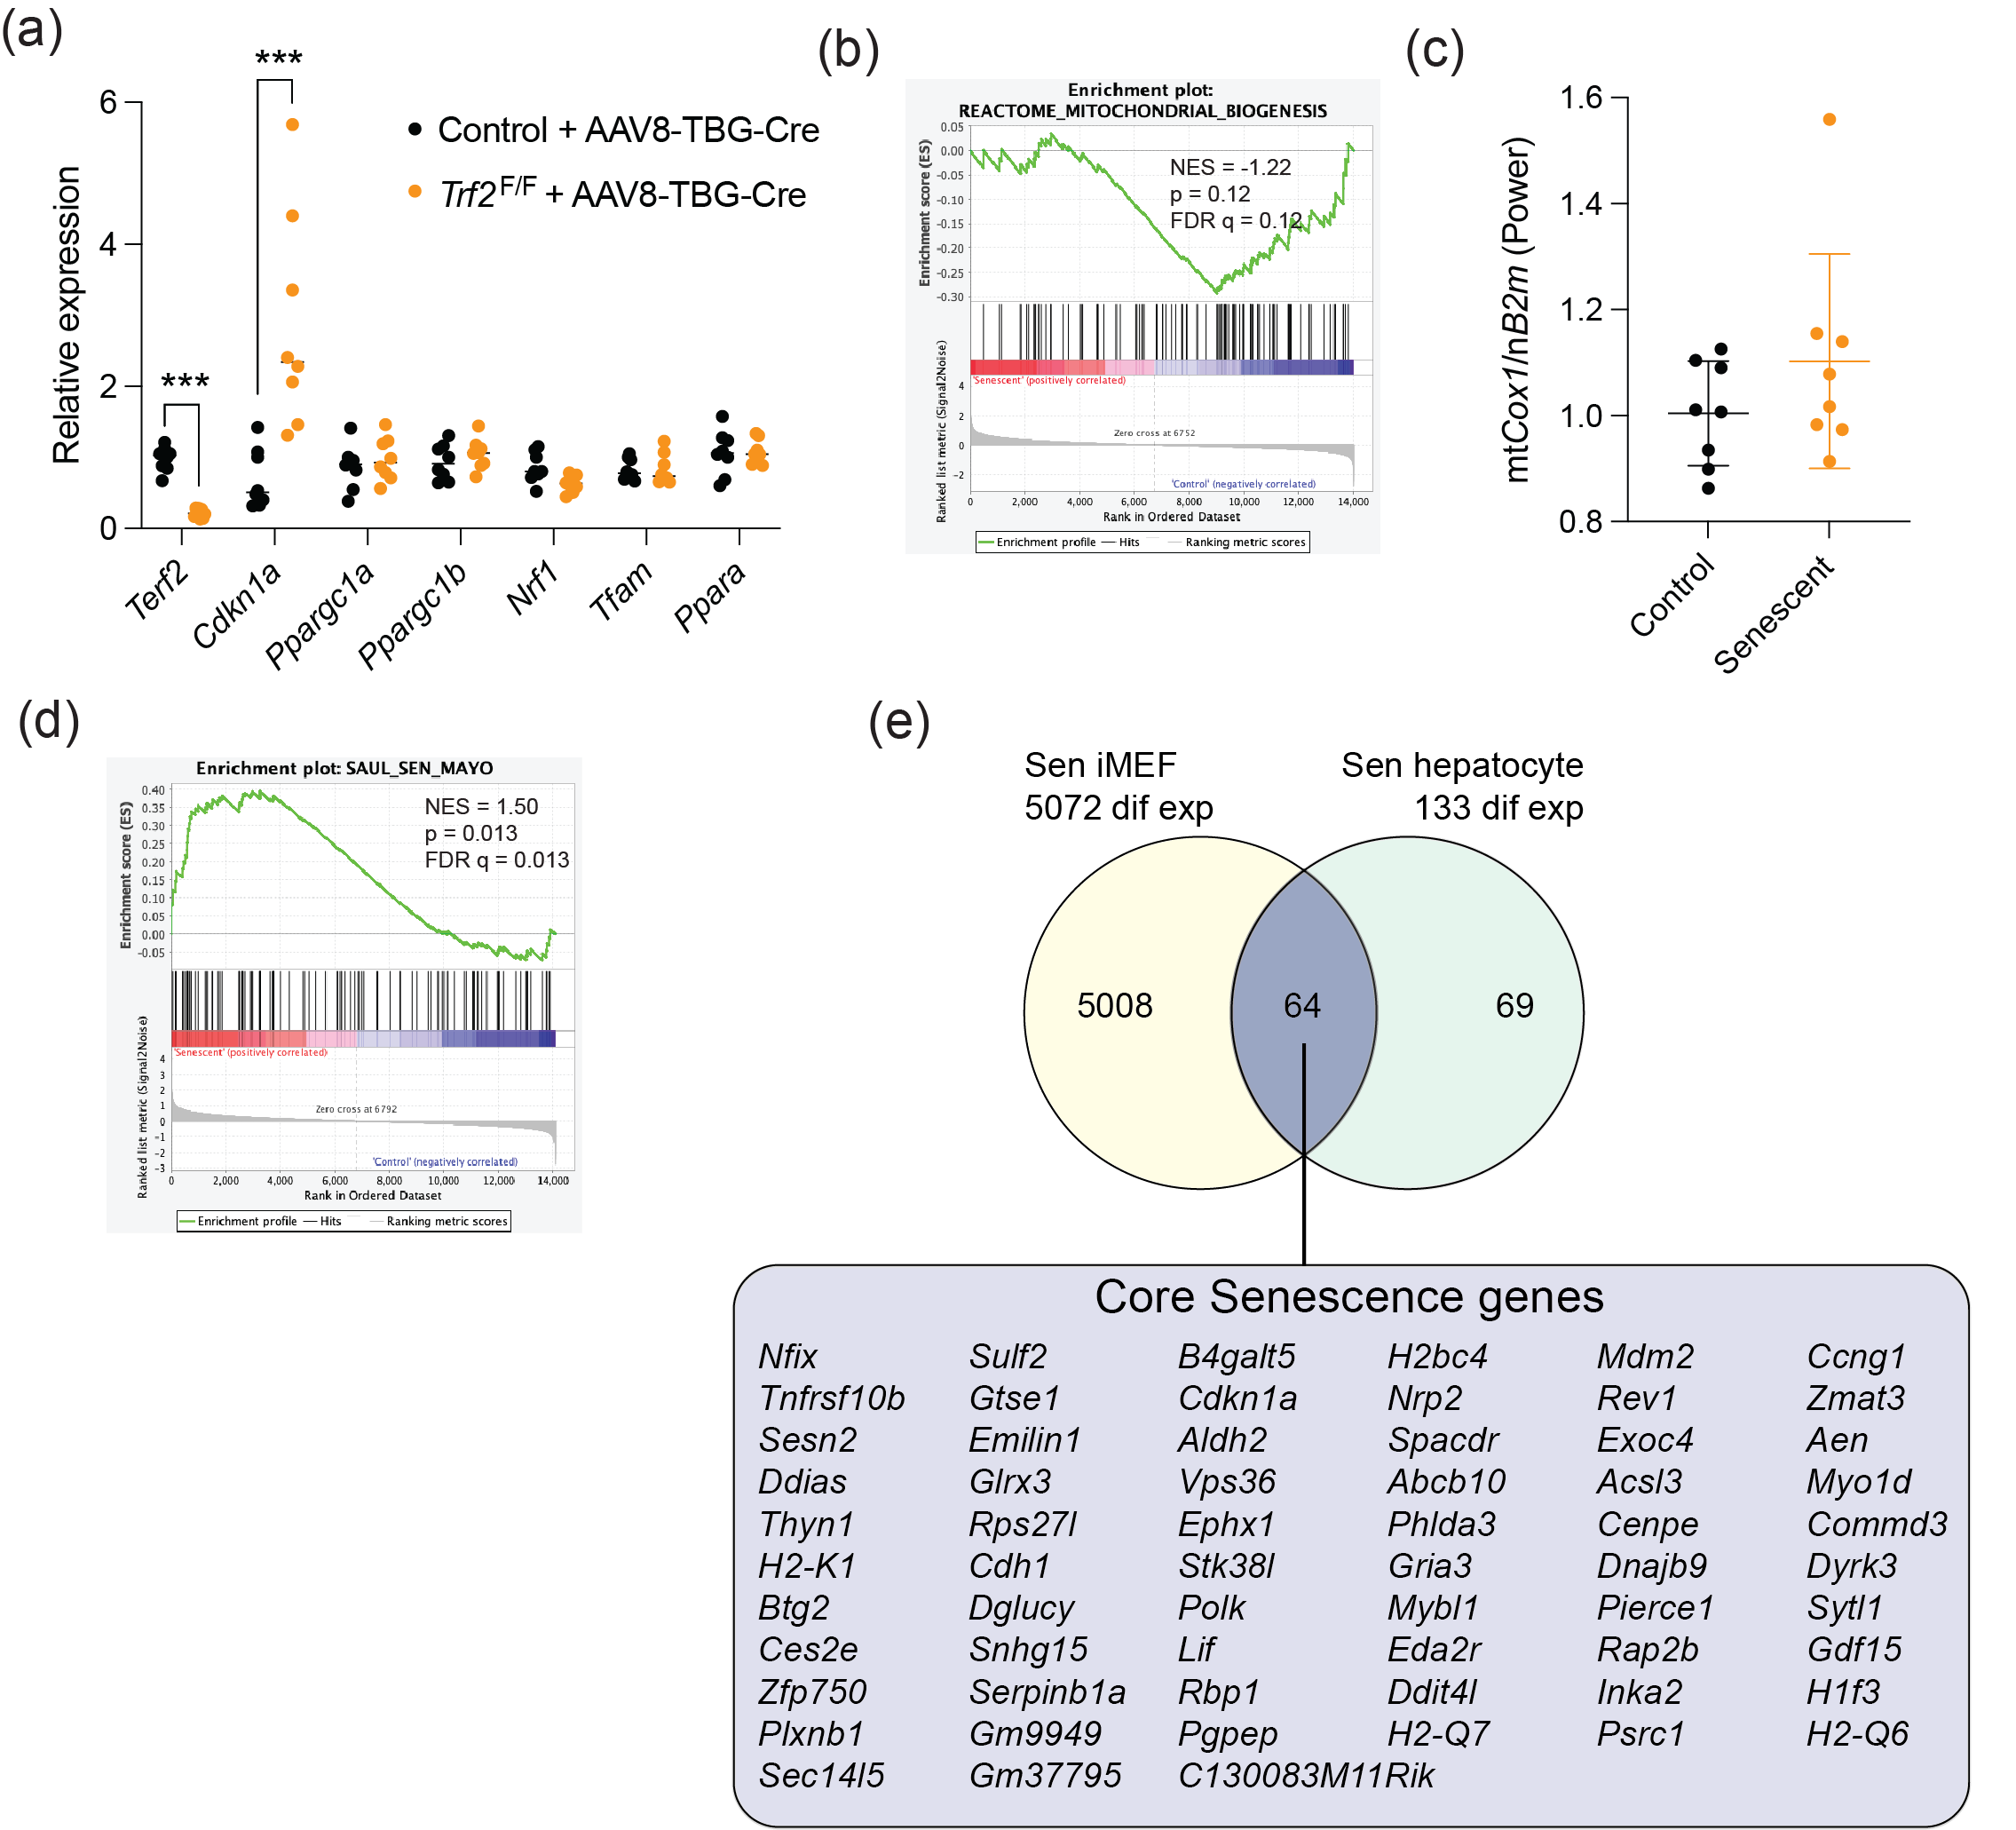

**Supplemental Figure 2. Intact mitochondrial biogenesis in senescent hepatocytes.** (a) Quantitative PCR of transcripts from control and senescent murine livers 6-7 weeks after AAV8-TBG-Cre infection. (b) Enrichment plot for Reactome Mitochondrial Biogenesis Pathway for the senescent hepatocytes RNA-Seq dataset. (c) Mitochondrial:nuclear DNA ratio for control vs senescent murine liver tissue. Mean ± SD is shown, n=8/group. (d) Enrichment plot for the GSEA SenMayo gene set showing strong enrichment of senescence associated genes in hepatocytes *in vivo*. (e) Gene expression overlap between senescent iMEFs and senescent murine hepatocytes in the setting of telomere-mediated senescence.

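For the pathway of panel b, 19 genes of a Reactome mitochondrial biogenesis list shipped with fgsea were measured in livers. None passed by edgeR, DESeq2 or limma-voom, and 0 passed at an unadjusted p of 0.05. The median log2 fold change was -0.09, and the list had an unadjusted p of 0.0397 by camera in the direction of down.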

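Panel e sets the genes called in iMEFs beside those called in livers. An overlap of this kind depends on the number of genes called in each tissue and on the genes measured in both, 11693 here, of which 4630 were called in iMEFs by edgeR.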

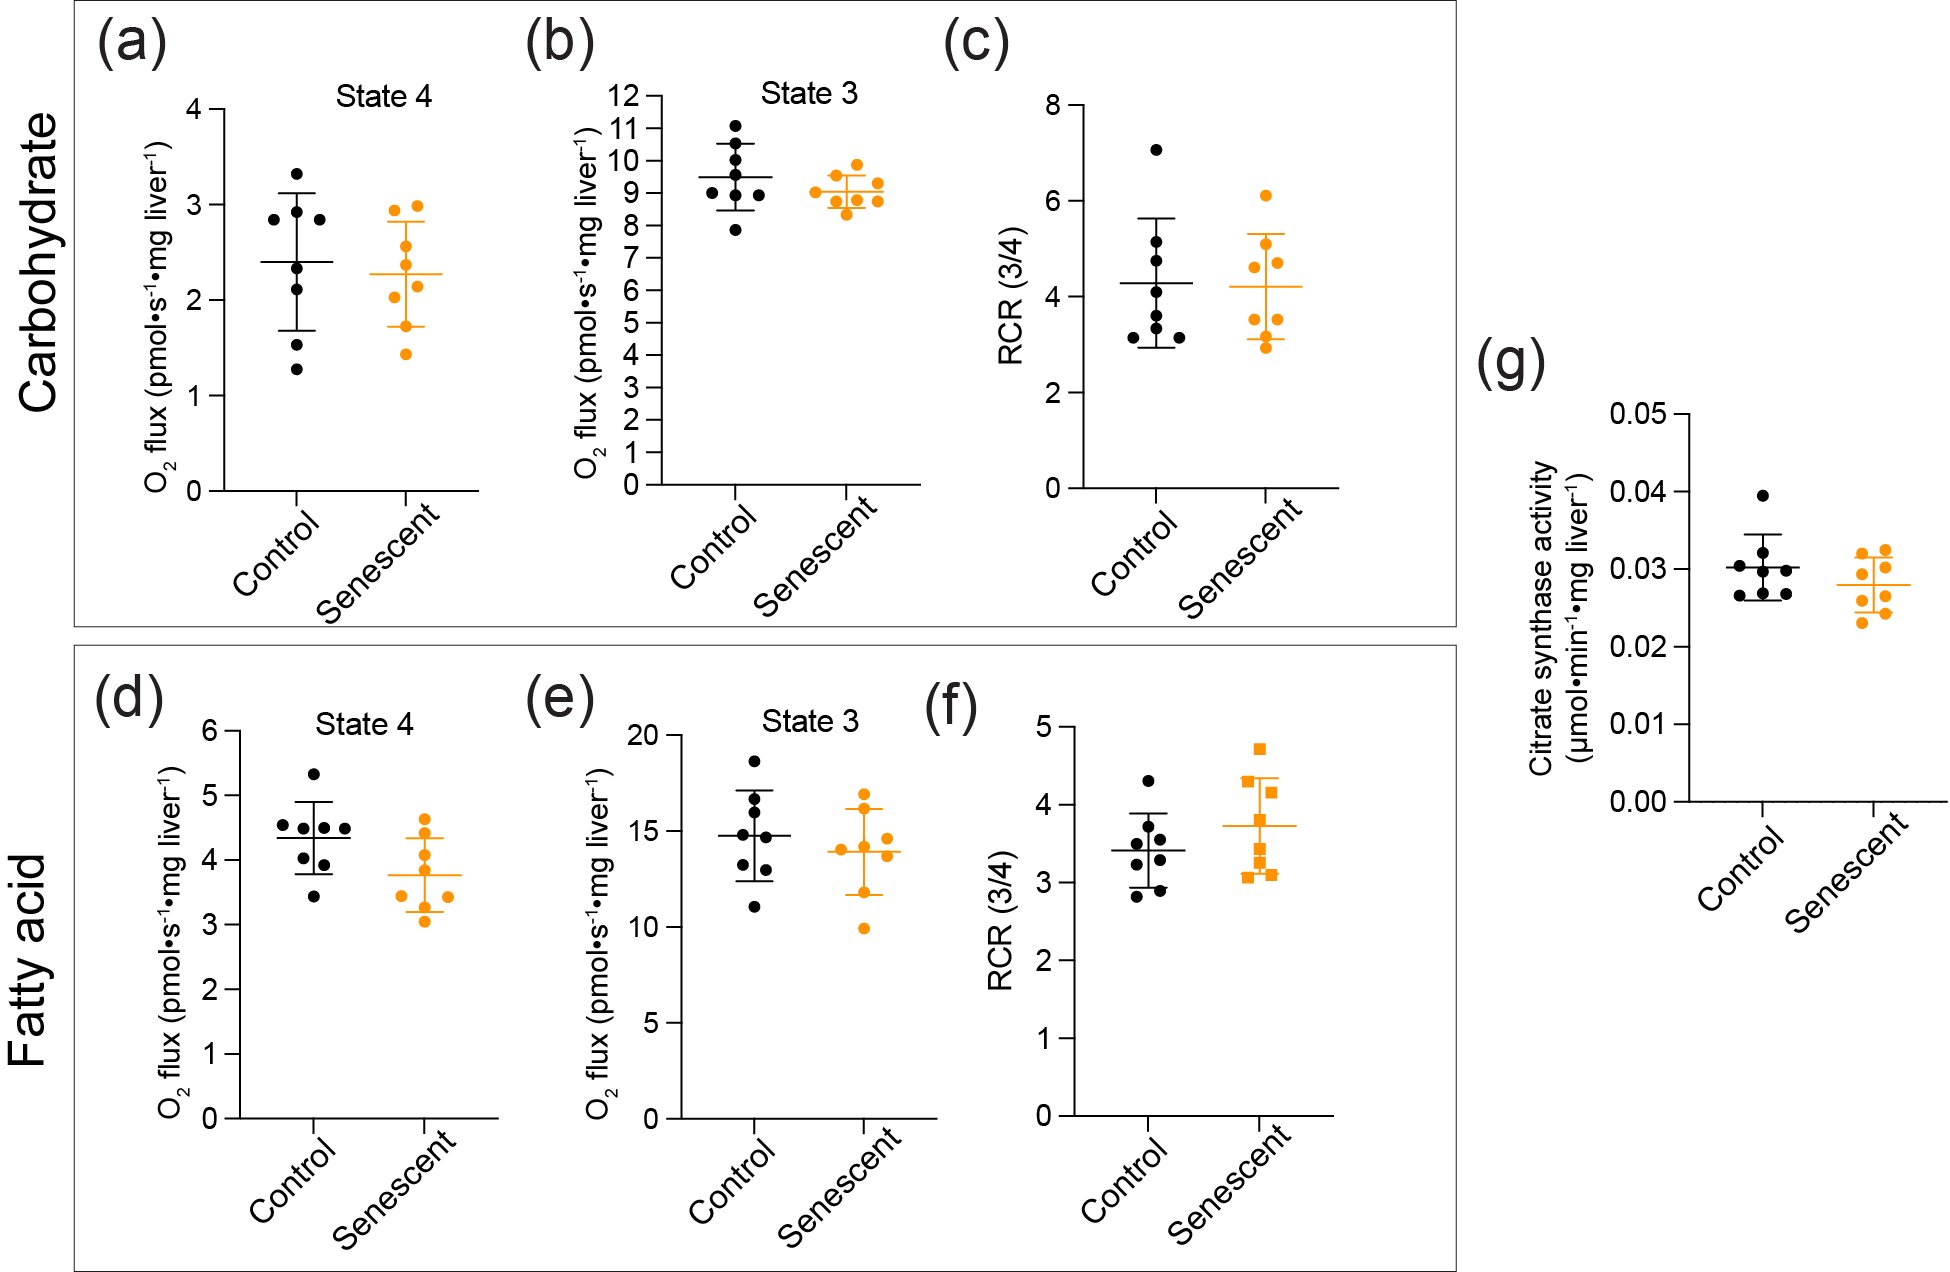

**Supplemental Figure 3. Mitochondrial respiratory capacity of mitochondrially-enriched liver lysates in the setting of telomere-induced senescence.** Upper panel is carbohydrate substrate. Lower panel is fatty acid substrate. (a,d) State 4 respiration measured using post-nuclear supernatants from liver homogenates made in a mitochondrial isolation buffer, assayed in the presence of pyruvate (5 mM), malate (2 mM), and glutamate (10 mM) normalized per mg liver in each sample. (b,e) State 3 respiration measured as in (a) with the addition of 2 mM ADP. (c,f) Respiratory control ratio (RCR) or State 3 divided by State 4 for each of the respective substrates. (g) Citrate synthase activity normalized per mg liver in each sample. Data shown are the mean ± SD for n=8 per group. Data analyzed by Student’s t-test.

How the deposited data were processed for this re-analysis (not part of the article)

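RNA-seq libraries were compared in 2 tissues. In immortalized mouse embryonic fibroblasts (iMEFs), 3 libraries of senescent cells, taken 7 days after 1 μM 4HT, were compared with 3 libraries of vehicle-treated cells. In whole livers, 4 libraries of mice that lost *Trf2* (*Terf2*) in hepatocytes were compared with 4 libraries of control mice. The paper calls the replicates biological. According to the methods, Novogene prepared, sequenced and aligned the libraries, with about 20 M paired-end fragments per sample.

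Raw counts of reads per gene were deposited by the authors, 1 table per tissue with 54532 genes, after alignment to mm10 with STAR and counting with featureCounts according to the submitters' notes, which give no versions. The strand setting and the annotation release are not given in the sources used here. The authors also deposited normalized tables, whose signal values are the raw counts divided by 1 DESeq2 size factor per library, as checked on the files. These tables hold the genes with at least 10 reads summed over the libraries of the tissue, 17399 in iMEFs and 19836 in livers, and the analysis was made on the raw counts. No column was left unused. Gene IDs were compared with GENCODE release M21 (GRCm38, the build of mm10), in which 54495 were found, 53894 of them with the same symbol. Symbols of 27 genes had been turned into dates in the tables, and genes were handled by ID.

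Libraries held 15364450 to 20177401 reads in genes. Levels are TMM-normalized CPM. Each tissue was fitted apart with edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM factors and the quasi-likelihood test (4 residual degrees of freedom in iMEFs and 6 in livers), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The log2 fold changes are those of the fit at a prior count of 2, with 95% confidence intervals. For a group at 0 reads, a fold is given as a bound with 3 reads over the group, and with 1 to 3 reads as a ratio with its counting interval. The difference between the tissues was tested in 1 fit over all 14 libraries, on the 11693 genes tested in both. Exact permutation tests were used for the sum of the mitochondrially encoded genes, and Fisher's exact test for overlaps and for genes near *Terf2*.

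Gene lists stood in for the paper's gene sets, which were not available here. They were 46 lists with 1686 entries, written from general knowledge of mitochondrial functions, signaling, metabolism and cell types. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, adjusted over the 42 lists tested in iMEFs or the 45 tested in livers, and 4 lists in iMEFs and 1 in livers with fewer than 3 tested members were not tested. Results called mitochondrial come from the mitochondrial lists without the one for biogenesis. A Reactome list of mitochondrial biogenesis came with fgsea 1.28.0, and 21 of its 22 genes were paired with genes of the tables.

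The genes named in the text follow a rule. It takes every gene that the paper names for RNA-seq, whose direction in the paper was seen beforehand. It takes the 8 largest rises and the 8 largest falls past the threshold in each tissue, with a mean of at least 1 CPM and no overlap between the groups. From each list it takes up to 4 genes with the smallest p-values and any gene called in the other direction. Results for some genes are not reported here. The lists, this rule, the tests and the alternatives were fixed before the data were examined, except where the text says otherwise. The alternatives were DESeq2 1.42.0, RLE factors, no filter on low counts, limma-voom, the replicate number as a block, a threshold of 0.01, leaving out each library in turn, and for lists an estimated correlation, fry and fgsea.

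The methods were tested on simulated data at the depth and spread of these libraries. With edgeR, 47.5%, 74.2% and 96.9% of genes changed by 0.5, 1 and 2 on the log2 scale were found in iMEFs, and 4.79% of the calls were false. In livers edgeR found 15.3%, 71.7% and 95.2%, with 4.2% of calls false, and DESeq2 found 23.7%, 83.3% and 96.9%, with 11.6% of calls false. For the difference between tissues 7.5%, 61.2% and 93.4% were found. Of 40 random lists in each tissue 0 were called by camera, and a list of 30 genes changed by 0.5 was called. Random lists do not show how camera treats lists whose genes vary together. In the real libraries, splits other than the real one gave up to 20 lists past the threshold in iMEFs and 16 in livers. Reads of the Y chromosome genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were 0 in all 14 libraries.

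The paper's human data, imaging, respirometry, quantitative PCR and lipid measurements were not analysed, since the deposited tables hold only the mouse RNA-seq. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.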

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

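In this part, the tests of genes 10 to 20 Mb from *Terf2*, of the loss of *Terf2* near it, of DESeq2's liver calls there in iMEFs, of RNA without a poly(A) tail, of mitochondrial DNA copy number and of the share of hepatocytes were chosen only after the results were seen. Which gene lists count as discussed by the paper was settled after the list results were known.

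In senescent iMEFs 4 lists that the paper does not discuss for these cells passed by camera. An effect of 4HT itself on these lists was not tested, since no control library received it. Of 26 cholesterol synthesis genes 17 were lower at an adjusted p of 0.05 from edgeR, with a median log2 fold change of -0.36 (adjusted p = 1.50e-04 by camera). None was higher by edgeR, DESeq2 or limma-voom, and 0 were higher at an unadjusted p of 0.05. *Hmgcs1*, HMG-CoA synthase, and *Stard4*, a sterol carrier, had log2 fold changes of -0.74 and -0.62. Of 22 fatty acid synthesis genes 10 were lower, such as the citrate carrier *Slc25a1* with -0.77 and the desaturase *Scd2* with -0.70, and 1 was higher, *Acsl5* with 0.34 (adjusted p = 0.0159 by camera). Of 14 stellate cell and fibroblast genes 10 were lower, among them *Col1a1* and *Col1a2*, chains of type I collagen, with -2.01 and -2.05 and *Pdgfrb*, a growth factor receptor, with -1.41 (adjusted p = 0.0037 by camera). The 2 that were higher are *Dcn* and *Rgs5*. Of 78 cytosolic ribosomal protein genes 18 were higher and 6 lower (adjusted p = 0.015 by camera), with *Rpl26* at 0.46 and *Rpl23a* at -1.05. The last list did not pass by fry (adjusted p = 0.334) or by camera without senescent iMEFs replicate 1 (adjusted p = 0.0632) or 2 (adjusted p = 0.168) or control iMEFs replicate 3 (adjusted p = 0.145). With an estimated correlation the adjusted p of these 4 lists was 0.548 to 0.901. By fgsea each of the 4 passed in the same direction (adjusted p = 0.00166 to 0.0283). By fry all but the ribosomal list did so (adjusted p = 0.00901 to 0.013).

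In senescent livers 7 lists outside those the paper discusses passed by camera, and the adjusted p of these 7 was 0.263 to 0.674 with an estimated correlation. Histone genes had a median log2 fold change of 0.52 over 14 genes (adjusted p = 7.85e-06 by camera and 0.0604 by fry), and *Hist1h4i* and *Hist1h1e* had log2 fold changes of 1.44 (standard error 0.28) and 2.14 (standard error 0.43). None of the 14 passed by edgeR over all genes, 4 were higher when adjusted over the list alone, 7 passed at an unadjusted p of 0.05, and DESeq2 called 4 and limma-voom 0. Cell cycle and DNA replication genes had a median of 0.17 over 50 genes (adjusted p = 0.0272 by camera and 0.612 by fry), and *Cenpe*, a kinesin of the kinetochore, had 1.84 (standard error 0.43). None of the 50 passed by edgeR, 4 passed at an unadjusted p of 0.05 (3 higher and 1 lower), and DESeq2 called 1 and limma-voom 0. That list had adjusted p = 0.0761, 0.53 and 0.308 without senescent livers replicate 2, control livers replicate 3 and senescent livers replicate 4. Cytosolic ribosomal protein genes had a median of 0.05 over 78 genes (adjusted p = 0.0313 by camera and 0.442 by fry). None of the 78 passed by edgeR, 5 passed at an unadjusted p of 0.05, and DESeq2 and limma-voom called 0. This list had adjusted p = 0.0689 and 0.25 without control livers replicate 2 and 4, and 0.172, 0.0521 and 0.0992 without senescent livers replicate 2, 3 and 4. MHC class I genes were lower (adjusted p = 0.009 by camera, 0.0874 without senescent livers replicate 3 and 0.243 without control livers replicate 4), with 13 of 20 log2 fold changes below 0. Sinusoidal endothelial cell genes (adjusted p = 0.00139), Kupffer cell and macrophage genes (adjusted p = 0.00429) and stellate cell and fibroblast genes (adjusted p = 0.0399) were higher by camera and are taken up below.

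The response differed between iMEFs and livers for 2000 of 11693 genes at an adjusted p of 0.05 from edgeR, and for 1260 without control iMEFs replicate 2. Of 100 drawn pairs of splits of the iMEFs and of the livers, 2 gave as many, the real one included, and the highest of the others gave 2440. Both keep the real split of the iMEFs, which 13 draws held, and with another iMEF split the highest was 7, so this count rests on the change in iMEFs and a chance split of the livers is not excluded. The first 40 draws held the same 2, a share of 0.05, and the number was raised to 100 after that was seen. As log2 fold change in iMEFs minus livers, *Terf2* was at -5.50, the matrix genes *Postn*, *Abi3bp* and *Col3a1* at -4.08, -2.91 and -2.81, and *Ppargc1a* at 2.43. Among genes that respond to p53, *Mdm2*, *Ccng1* and *Gdf15* were at 0.83, 0.63 and 1.62, and *Phlda3* and *Aen* at -3.14 and -0.61, and *Gria3* was at -1.82. That of *Gdf15* did not pass with limma-voom (adjusted p = 0.0608). The fitted difference of *Ces2e*, 4.66, depends on the prior count, since control iMEFs had 2 reads.

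In 5 of 90 groups of 4 livers tested, 1 library lay far from the other 3, by a gap over the range of the group above Dixon's 95% critical value, and chance does this in about 1 in 20 groups. Control livers replicate 3 had 61.0 CPM of *Tfam* where the others had 52.9 to 54.2 (gap over range 0.837), and 116 CPM of *mt-Co2* where they had 69.8 to 77 (0.844). Control livers replicate 2 had 26.2 CPM of *Esrra* where the others had 35.4 to 37.1 (0.838), and it held the only 3 reads of *Gm45910* in controls (1.000). Senescent livers replicate 2 had 28.3 CPM of *Aprt* where the others had 23.5 to 23.9 (0.912), and without this library the adjusted p of *Aprt* was 0.0706.

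Genes called in livers were more frequent near *Terf2*, with 3 of 135 tested genes within 10 Mb (*Terf2*, *Cdh1* and *Ces2e*) and 46 of 14135 elsewhere (Fisher's exact test, two-sided, odds ratio 6.96, p = 0.0111), and between 10 and 20 Mb 4 of 173 were called (*Ces1b*, *Gm45910*, *Aprt* and *Def8*; odds ratio 7.39, exact p = 0.00289), where *Aprt* did not pass without 7 of the 8 libraries in turn (adjusted p = 0.0706 to 0.143, all but control livers replicate 2) and *Def8* without 7 (adjusted p = 0.0571 to 0.0859, all but senescent livers replicate 1). Without *Terf2* itself the odds ratio was 4.64 (exact p = 0.0746) within 10 Mb and 6.60 (exact p = 5.42e-04) within 20 Mb, and with DESeq2 calls 3.31 (exact p = 0.0374) and 5.46 (exact p = 1.23e-06). Of 35 splits of the livers 1, the real one, gave an odds ratio of 6.96 or more (highest other 0), but the others called at most 2 genes in all, so this does not bear on chance. In iMEFs, whose groups share 1 genotype, *Cdh1* and *Ces2e*, 2 of 2, passed in the same direction by edgeR, and *Aprt* and *Def8*, 0 of 2, did not pass by edgeR, DESeq2 or limma-voom (log2 fold changes 0.17 and -0.19, adjusted p = 0.126 and 0.0962 from edgeR, and 1 at an unadjusted p of 0.05), while of the liver genes called by DESeq2, 2 of 4 within 10 Mb and 0 of 5 between 10 and 20 Mb did so by edgeR, with *Abcb10* past the threshold in the opposite direction (log2 fold change 0.37, adjusted p = 0.0164). Loss of *Terf2* itself and a strain variant linked to the floxed *Terf2* allele cannot be told apart in either window. In the livers genotype and deletion go together, and in the iMEFs 4HT and deletion go together. A response of hepatocytes need not occur in fibroblasts, and the edgeR calls are too few (a bound of 3 set after the value was seen). Reads shared between carboxylesterase paralogs were not tested.

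Transcripts of the mitochondrial genome were 1.51-fold higher in senescent iMEFs as a sum of 13 genes, between the geometric means of the groups, and this fold was 1.037 without senescent iMEFs replicate 3, so 1 library with a high mitochondrial read share is a candidate explanation. RNA without a poly(A) tail carried into that library is argued against, since 12 such RNAs had a median log2 ratio of 0.059 (median absolute deviation 0.195) in it over the mean of the other senescent libraries, where the 13 genes had 1.66. The paper reports a 3-fold higher ratio of mitochondrial to nuclear DNA in senescent iMEFs. Against the mean of the controls, the summed transcripts were at 1.17, 0.89 and 3.27 in senescent iMEFs replicates 1, 2 and 3. A rise of that size was thus seen in replicate 3 only. A higher mitochondrial DNA copy number in all senescent iMEFs cannot be told apart, since 2 of 3 senescent libraries lay above every control and 1 library within the range of the controls excludes nothing. Whether transcripts follow copy number was not tested. A biological difference of the culture of replicate 3 was not tested. Across genes its library also lay apart from senescent replicates 1 and 2 (chi-square 27.1 and 32.8 per degree of freedom, against 4.97 between those).

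Marker lists of other cells were higher in senescent livers, 3 of them past the threshold by camera, but 8 of 35 splits of the livers gave 3 or more such lists (highest other 4), so a chance split is not excluded. With an estimated correlation the adjusted p was 0.674, 0.664 and 0.514 for the Kupffer, sinusoidal and stellate cell lists. The Kupffer cell list did not pass without control livers replicate 2 (adjusted p = 0.203), nor the stellate cell list without control livers replicate 3 or 4 or senescent livers replicate 1, 3 or 4 (adjusted p = 0.0619 to 0.186). A lower share of hepatocytes cannot be told apart from changes within the other cells, since all 6 lists of other liver cells had a median log2 fold change above 0 (0.072 to 0.291, with -0.025 for hepatocyte genes) and the medians span 0.219, where the SD of the lists between control livers was 0.099 to 0.513. The most abundant genes of the 3 lists were *Cd74*, at 119 ± 70.8 CPM in control and 92.8 ± 17.3 CPM in senescent livers, *Ptprb*, at 94.2 ± 6.96 and 100.1 ± 18.2 CPM, and *Ecm1*, at 179 ± 22.9 and 220.3 ± 18.3 CPM (SD, n = 4 each), and that of the hepatocyte list was *Alb*, at 62660 ± 4609 and 77350 ± 8373 CPM. Of the measured genes of the Kupffer, sinusoidal and stellate cell lists, 0 of 20, 4 of 16 and 10 of 17 are also on another list, and no sort was made that would remove such cells.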

How the results depend on the processing

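Alternatives for the count of genes near *Terf2* other than its windows, for the number of mitochondrially encoded genes called, for DESeq2 on the authors' gene set and for the difference between tissues without 1 library were chosen after seeing the data. Where the text below gives no reason for a change, the cause was not tested.

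In iMEFs, DESeq2, RLE factors, no filter, limma-voom and the fits without 1 library called 3792 to 5907 genes, and 3385 passed an adjusted p of 0.01. Of the 5400 genes, DESeq2 called 4822 in the same direction, limma-voom 5285 and edgeR without the filter 5020. RLE factors moved the median log2 fold change of all genes by under 0.02. In livers DESeq2 called 133 genes, and 133 on the authors' gene set, edgeR without the filter 130, and each of these included the 49. Fits without 1 library called 35 to 58, and 30 passed 0.01. The share that was higher went from 89.8% to 75.2% with DESeq2 and 74.6% without the filter. In simulated livers a larger share of DESeq2's calls was false than of edgeR's (11.6% and 4.2%). DESeq2 was run on 14270 simulated genes but tested 16178 genes in the real livers. The simulation therefore does not decide between the 133 and the 49 calls. The overlap was 64 with DESeq2, 64 on the authors' gene set, 62 without the filter, 21 at 0.01 and 24 to 37 without 1 library. Fewer genes pass the stricter threshold by its construction.

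Of the mitochondrial genes, 101 passed 0.01 in iMEFs, and 112 (without control iMEFs replicate 2) to 204 (without senescent iMEFs replicate 3) passed 0.05 without 1 library, with 119 without control iMEFs replicate 1. In livers DESeq2 called 5. Mitochondrially encoded genes called in iMEFs were 1 with DESeq2, 1 with limma-voom, 11 without the filter, 3 with the replicate block and 1 to 10 without 1 library (1 without any control library or senescent iMEFs replicate 3, 7 without senescent iMEFs replicate 1 and 10 without replicate 2). Of the 13 lists past the threshold in iMEFs and the 15 in livers by camera, 1 in each tissue, the p53 targets, passed with an estimated correlation. That correlation was -0.005 for hypoxia response genes and 0.006 for mitochondrial DNA maintenance and expression genes in iMEFs. It was -0.000 for secretory genes in livers. These lie below the preset 0.01, so a higher correlation between genes does not account for the change in these lists, and its cause was not tested. By fgsea each of the 15 lists in livers passed in the same direction as by camera. In iMEFs each of the 13 did so except interferon response genes (adjusted p = 0.101). By fry the 13 passed except interferon response, cytosolic ribosomal protein, protein import and OXPHOS subunit genes (adjusted p = 0.0593 to 0.334). By fry 1 of the 15 passed in livers, and of the cell type lists there, 3 by camera, 0 passed by fry and 0 with an estimated correlation. In iMEFs glycolysis genes (adjusted p = 0.0157) and bile acid genes (adjusted p = 0.0144) passed as lower by fry, secretory genes (adjusted p = 0.0318) and NF-κB and TNF response genes (adjusted p = 0.00556) as higher by fgsea, and none of these 4 passed with an estimated correlation (adjusted p = 0.792 to 0.945). Shelterin and telomerase genes reversed, with a direction of up by camera (adjusted p = 0.706) and down by fry (adjusted p = 7.23e-04), and their median log2 fold change was 0.12 and their mean -0.39, with *Terf2* among them at -7.23.

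In livers the adjusted p with an estimated correlation and by fry was 0.263 and 0.0605 for secretory genes, 0.674 and 0.631 for cholesterol synthesis genes and 0.514 and 0.343 for fatty acid synthesis genes. By fgsea secretory genes passed as higher (adjusted p = 0.00135), and cholesterol and fatty acid synthesis genes as lower (adjusted p = 4.65e-07 and 7.99e-04). Mitochondrial biogenesis genes passed as lower by fgsea (adjusted p = 0.0214), but not with an estimated correlation (adjusted p = 0.514) or by fry (adjusted p = 0.342). Without 1 library, 9 (without senescent livers replicate 3) to 15 lists passed by camera. The adjusted p was 0.0163 to 0.131 for secretory genes, past 0.05 without control livers replicate 1 or 2 or senescent livers replicate 1, 3 or 4. It was 3.06e-14 to 0.294 for cholesterol synthesis genes, past 0.05 without control livers replicate 3 or 4 or senescent livers replicate 1. It was 0.00489 to 0.993 for fatty acid oxidation genes, under 0.05 without senescent livers replicate 1 or control livers replicate 4. Genes near *Terf2* had an odds ratio of 4.64 with *Terf2* left out (exact p = 0.0746), from 1 called gene fewer. The difference between tissues was 1260 genes (without control iMEFs replicate 2) to 2153 without 1 library, and 2073 with limma-voom.

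Of the genes named by the rule, 327 in iMEFs and 199 in livers, 324 and 194 were compared across settings (192 in livers with DESeq2). Of those compared, 0 that were past the threshold changed direction under DESeq2, RLE factors, limma-voom, no filter, the replicate block or without 1 library. Others did, such as *mt-Nd3* with limma-voom. In iMEFs DESeq2 kept the side of the threshold for 308, RLE factors for 320, limma-voom for 318, no filter for 307 and the fits without 1 library for 271 to 306. In livers it was 173 with DESeq2, with 19 more past the threshold, and 187 to 191 without 1 library.

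Groups share replicate numbers. Deviations from the group means had correlations of -0.17 to 0.24 between libraries of the same number. Control and senescent livers replicate 4 alone correlated best with each other. A strong pairing by number was thus not seen, but weaker shared processing is not excluded. With the replicate block edgeR called 4696 genes in iMEFs, 4657 of them among the 5400 with the same direction, and 42 in livers, 36 of them among the 49, and 26 in both tissues. With the replicate block the MYC target, stellate cell and cytosolic ribosomal lists did not pass in livers, a list of pericentral liver genes passed in iMEFs, and no other list changed its side of the threshold by camera. Of the named genes that were compared, 305 of 324 in iMEFs and 189 of 194 in livers stayed on their side of it.

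The effect of depth alone was not tested. In simulated data at the depth and spread of these libraries edgeR found 15.3% of genes changed by 0.5 on the log2 scale in livers and 47.5% in iMEFs.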

Differences from the paper's values

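For senescent livers the paper's number of differentially expressed genes is 133, and edgeR called 49 at the paper's threshold of an adjusted p of 0.05. As a share of genes it is 0.5% in the paper and 0.185% here. For genes called in both tissues the paper's number is 64, and it was 32 here. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, gave 133 liver genes (0.503%) and 64 shared genes, and edgeR without the filter on low counts gave 130 (0.492%) and 62, both within 1.5 times the paper's values. RLE factors gave 50 (0.189%) and 32, limma-voom 46 (0.174%) and 31, the replicate block 42 (0.159%) and 26, an adjusted p of 0.01 gave 30 (0.113%) and 21, and fits without 1 library gave 35 to 58 liver genes (0.132% to 0.219%) and 24 to 37 shared genes, all of which differ from the paper's values. DESeq2 on the genes of the authors' normalized tables also gave 133 and 64, a setting chosen after seeing the values. The names of the paper's 133 genes were not available here, so how many of them each setting drops is not known.

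In iMEFs the paper states that a senescence gene set and inflammatory signaling were increased. By camera the lists of secretory genes (adjusted p = 0.742) and of NF-κB and TNF response genes (adjusted p = 0.553) did not pass, with 23 higher and 26 lower of 70 and 16 higher and 14 lower of 40 genes by edgeR, and by fgsea, the same kind of test as the paper's, both passed as higher (adjusted p = 0.0318 and 0.00556). Neither passed with an estimated correlation (adjusted p = 0.945 and 0.901) or by fry (adjusted p = 0.617 and 0.0651). In senescent iMEFs replicates 1, 2 and 3 the secretory list had a mean log2 level against controls of -0.018, -0.009 and 0.330. For the NF-κB and TNF list these means were 0.137, 0.156 and 0.293. These lists are not the paper's gene sets. *Cdkn1a*, the paper's own marker, was higher, with a log2 fold change of 2.15.

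The paper states that glycolysis and bile acid metabolism were decreased in iMEFs. By camera neither list passed (adjusted p = 0.265 and 0.148), and by fry both passed as lower (adjusted p = 0.0157 and 0.0144), but not by fgsea (adjusted p = 0.181 and 0.302) or with an estimated correlation (adjusted p = 0.901 and 0.792). For livers its enrichment analysis has TNF signaling through NF-κB as increased, and the list of such genes did not pass by camera (adjusted p = 0.308) or fgsea (adjusted p = 0.341), with 1 of 38 genes higher by edgeR.

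For the mitochondria-associated genes reported to fall with short telomeres, the paper states no significant changes in iMEFs. Of the 6, 3 did not pass by edgeR (*Tfam*, *Nrf1* and *Esrra*, where *Tfam* passed without senescent iMEFs replicate 3, adjusted p = 0.0477), *Ppara* was too low to test, *Ppargc1a* was higher, with a log2 fold change of 2.54, and *Ppargc1b* lower, with -0.85.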

Other observations

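In this part 2 lists of values, those of list differences between the tissues and those of immune and stress genes in iMEFs, were drawn up after the results were seen.

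Between iMEFs and livers, 6 lists differed in their response by camera on the test of the difference, of 41 lists. MYC target and ribosome biogenesis genes (adjusted p = 7.05e-13) and genes of mitochondrial DNA maintenance and expression (adjusted p = 0.00173) were higher in iMEFs relative to livers. Extracellular matrix genes (adjusted p = 7.05e-13), stellate cell and fibroblast genes (adjusted p = 0.00578), histone genes (adjusted p = 0.0148) and nuclear-encoded OXPHOS subunit genes (adjusted p = 0.0199) were lower in iMEFs relative to livers. For p53 target genes no difference was shown (adjusted p = 0.868). With an estimated correlation none of the 6 passed (adjusted p = 0.214 to 0.917).

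In senescent livers MYC target and ribosome biogenesis genes were lower as a list by camera (adjusted p = 0.0377), with 34 of 49 log2 fold changes below 0 and a median of -0.08. The list did not pass with an estimated correlation (adjusted p = 0.664), by fry (adjusted p = 0.526) or without the filter on low counts (adjusted p = 0.0854). By camera its adjusted p was 0.0689 and 0.27 without control livers replicate 2 and 4, and 0.0568, 0.314 and 0.0556 without senescent livers replicate 2, 3 and 4. None of its genes passed by edgeR, DESeq2 or limma-voom, and 7 passed at an unadjusted p of 0.05, 3 higher and 4 lower. Extracellular matrix genes in livers had an adjusted p of 0.588 by camera, and 0.00997 as higher without control livers replicate 2.

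In senescent iMEFs, 8 of 20 MHC class I genes were higher and 5 lower by edgeR (adjusted p = 0.391 by camera), with *H2-K1* and *H2-D1* at log2 fold changes of 1.03 and 0.89 and *Tapbp* and *H2-T23* at -0.64 and -0.99. Of 36 unfolded protein response genes 6 were higher, such as *Atf3* with 1.56, and 10 lower (adjusted p = 0.742 by camera).

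Other splits of the same libraries were fitted in the same way. In livers, 1 of 35 splits, the real one, gave 49 or more genes (highest other 2), so a chance split is excluded. For the number of lists past the threshold in livers a chance split is not excluded, since 4 of 35 splits gave as many as the real 15 (highest other 16). For mitochondrial genes 1 of 35 splits of the livers, the real one, gave 3 or more (highest other 0), and 1 of 100 drawn pairs of splits, the real one, gave 32 or more genes called in both tissues (highest other 0), but the other liver splits called at most 2 genes in all, so neither bears on chance. In iMEFs the 10 splits are too few for a share under 0.05. The real split called 5400 genes and 188 mitochondrial genes (1 of 10 splits each), with 1 and 0 as the highest of the others, and 13 lists, with 20 as the highest of the others and 3 of 10 splits at 13 or more.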
